# Single-cell RNA sequencing analysis reveals alginate oligosaccharides preventing chemotherapy-induced mucositis

**DOI:** 10.1038/s41385-019-0248-z

**Published:** 2020-01-03

**Authors:** Yong Zhao, Yanni Feng, Ming Liu, Liang Chen, Qingshi Meng, Xiangfang Tang, Shukun Wang, Lei Liu, Lan Li, Wei Shen, Hongfu Zhang

## Abstract

Worldwide the incidence of cancer has been continuing increasing. Mucositis of the gastrointestinal tract is a common side effect in patients under chemotherapy. Anticancer drug busulfan, used for treating chronic myeloid leukemia especially in pediatric patients, causes mucositis of the gastrointestinal tract. Alginate oligosaccharides (AOS) are natural products with attractive pharmaceutical potentials. We aimed to investigate, at the single-cell level, AOS preventing small intestine mucositis induced by busulfan. We found that busulfan disturbed the endoplasmic reticulum and mitochondria of cells in the small intestine, damaged cell membranes especially cell junctions, and disrupted microvilli; all of which were rescued by AOS. Single-cell RNA sequencing analysis and functional enrichment analysis showed that AOS could recover small intestinal function. Deep analysis found that AOS improved the expression of transcriptional factors which explained AOS regulating gene expression to improve small intestine function. Further investigation in IPEC-J2 cells found that AOS acts its function through mannose receptor signaling pathway. Moreover, the improved blood metabolome confirmed small intestinal function was recovered by AOS. As a natural product with many advantages, AOS could be developed to assist in the recovery of intestinal functions in patients undergoing anticancer chemotherapy or other treatments.

## Introduction

The incidence of cancer has been continuing increasing worldwide.^1–4^ Many investigations have reported that mucositis of the gastrointestinal (GI) tract is a common side effect and occurs in ~40% of cancer patients under chemotherapy.^1–4^ Intestinal mucositis is characterized by decreased villi length, and disruption of crypt cell homeostasis and tight junction proteins in the small intestinal mucosa.^2,4^ The epithelium of the mammalian small intestine is a highly ordered and structured tissue with repeated crypt-villus units along the axis. Intestinal stem cells are located at or near the base of crypts and divide to produce transit-amplifying cells (TAs). TAs then develop, following proliferation and differentiation, into five main cell types (enterocytes, goblet cells, Paneth cells, enteroendocrine (EED) cells, and tuft cells).^5–8^ Enterocytes, the most numerous villus cell type, produce the digestive enzymes and transporters for the digestion and absorption of nutrients, respectively, and also protect the body from the harsh bacterial-rich environment.^5,9,10^ Goblet cells and Paneth cells play very important roles in mucosal defense because they are mucus-secreting cells and defensin-secreting cells, respectively. EED cells regulate hormone secretion to control GI processes. Tuft cells are chemosensory cells expressing taste receptors like α-gustducin and TRPM5.^11^ All these five types of cells are tightly structured in the crypt-villus.^5,6,11^ Mucositis may lead to morbidity and even mortality, because the GI tract is a barrier that protects the body from pathogenic microbes,^6,9,10,12–14^ and it plays vital roles in the digestion and absorption of nutrients, the secretion of mucus and hormones, and interaction with commensal microbiota.^6,10^

Alginate oligosaccharides (AOS) are excellent natural products derived from the degradation of alginate. They are attracting great attention from a pharmaceutical perspective^15–17^ because of their following benefits: anti-inflammatory,^16^ anti-apoptosis,^18^ anti-proliferation,^19^ antioxidant activities,^15,18,20^ and even anti-cancer properties.^21^ AOS benefits intestinal morphology and barrier function by increasing the length of intestinal villi, the content of secretory immunoglobulin A, and the number of Goblet cells.^22^ However, the underlying mechanisms of how AOS improve small intestine morphology and function from the single intestinal cell level is unknown.

Busulfan, an alkylating agent and an effective chemotherapeutic drug, has been used for patients with chronic myeloid leukemia especially for children (under 3 years of age). Moreover, it has been used for myeloablative-conditioning regimens before stem cell transplantation.^12,13,23^ Busulfan was used to produce the small intestine mucositis animal model in current investigation because it causes mucositis in patients.^12–14^ Many investigations have attempted to reduce chemotherapy-induced intestinal disruption by using prebiotics, probiotics, selenium, volatile oils, and others,^1,2,24,25^ however, these efforts have not been successful.^26,27^ Therefore, new approaches or new medicines are urgently needed to assist in the recovery following mucositis in cancer patients (especially pediatrics) under chemotherapy. The purpose of this investigative was to explore the improvement of small intestine by AOS after busulfan treatment and the underlying mechanisms at the single-cell level.

## Results

### AOS rescued the cellular damage caused by busulfan

There were four treatment groups (AOS 0, AOS 10, B + A 0, B + A 10 mg/kg body weight) in this investigation as stated in the “Materials and methods” section. AOS 10 mg/kg had some effects on the small intestine at the histopathological and ultrastructural levels, and gene expression levels. However, the beneficial effects on murine intestine was not so obvious as in the mice treated by busulfan (B + A 10 mg/kg). In order to show the rescue effects of AOS, AOS 10 mg/kg was removed from the following data analysis. From the ultrastructure of the small intestine, it was clear that busulfan treatment damaged the small intestinal cells, causing swelling of the ER and mitochondria, a decrease in the number of desmosomes on the cell membrane (cell–cell junctions), and a reduction in the density of microvilli (Fig. 1a). AOS (B + A 10) rescued the busulfan induced damage by reducing swelling in the ER and mitochondria, assisting recovery in the number of desmosomes on cell–cell junctions, and elevating the density of microvilli (Fig. 1a). Histopathology of small intestinal tissues are presented in Fig. S1a. The cellular damage caused by busulfan was also shown by an increase in the protein levels of caspase 8 and p-PTNE, with a concurrent decrease in the protein levels of Bcl-2 (Fig. 1b). However, the protein levels of caspase 8 and p-PTEN were decreased while the protein level of Bcl-2 was increased by AOS in B + A 10 (Fig. 1b). The microvilli also were recovered under AOS treatment in B + A 10 with an increase in the protein level of villi (Fig. 1c). The desmosome protein DSG2 (desmoglein 2) was significantly increased by AOS in B + A 10 compared to busulfan treatment alone (B + A 0 group; Fig. 1d) which indicated that desmosome recovery was assisted by AOS. The data here suggested that busulfan caused the small intestine mucositis which was prevented by AOS. Next, we set out to explore the underlying mechanisms by which AOS rescues cellular damage caused by busulfan.

**Fig. 1:**
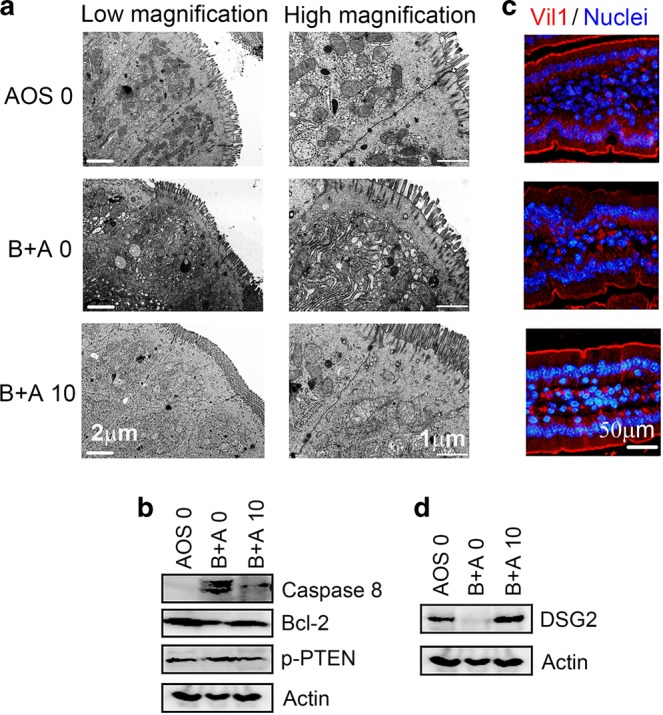
AOS rescue the cellular damage caused by busulfan. **a** TEM analysis shows AOS rescue small intestine cellular damage cell junction disruption caused by busulfan (scale bars, 1 μm for low magnification images; 2 μm for high magnification images). **b** WB analysis of protein levels of Caspase 8, Bcl-2, p-PTEN in mouse small intestine samples. **c** IHF analysis of Vil1 in mouse small intestine samples. **d** WB analysis of protein level of DSG2 in mouse small intestine samples. (*n* > 6/group).

### AOS rescued the intestinal cell population as seen by scRNA-seq analysis

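Small intestinal cells of male ICR mice, an outbred strain, were sequenced in 3 groups. The mice were 3 weeks old and were given vehicle (AOS 0), busulfan 40 mg/kg and vehicle (B + A 0), or busulfan 40 mg/kg and AOS 10 mg/kg (B + A 10), with the gavage going on for 2 weeks. Busulfan is an alkylating anticancer drug and AOS are alginate oligosaccharides. For each group the cells of 6 mice were combined and loaded on 1 lane of the 10x Genomics droplet system with 3′ v2 chemistry, in which each captured RNA molecule carries a unique molecular identifier (UMI). There was thus 1 library per group. Differences between groups had no replicate check, no test was made, and the intervals in parentheses are 95% intervals that cover counting error only. The authors aligned the reads with CellRanger to the mouse genome mm10 and deposited, for each gene and cell, the natural log of 1 plus the UMIs per 10000 UMIs of the cell. Within each cell these values were whole multiples of 1 UMI (100% of 24333763 values above 0, within 0.01 of a UMI), so the UMI counts were recovered from them. The deposited table held 4106 cells of AOS 0, 3195 of B + A 0 and 5352 of B + A 10. Their UMIs summed to 35258551, 26044381 and 23003083. A cell of AOS 0 had a median of 7371 UMIs, a cell of B + A 0 6407 and a cell of B + A 10 3505, so that values of B + A 10 rest on fewer molecules per cell. In the sample labels the title, the description and the treatment field name the libraries as the paper does. The source field instead calls the B + A 0 library AOS 10 and the B + A 10 library B + A 0. The groups were taken from the fields that match the paper.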

The transcriptome of single intestinal cells was analyzed by scRNA-seq. 

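Each deposited cell had at least 200 detected genes, with a lowest number of 309 in AOS 0, 611 in B + A 0 and 271 in B + A 10. Each listed gene was detected in at least 3 cells, and no mitochondrial gene was listed. The median number of genes per cell was 2204, 2000 and 1360 in the same order. After each cell was thinned to 1000 UMIs at random, which left out no cell, the medians were 597, 582 and 588 genes. For the values given here the libraries were log-normalized, 2000 variable genes were chosen, and the libraries were joined with the canonical correlation anchors of Seurat 5.3.0 on 20 dimensions in place of RunMultiCCA. Cells were then clustered at the default resolution of 0.8. Doublets, droplets with more than 1 cell, were kept. The automatic threshold of the doublet caller Scrublet called 15 cells, too few to be used. The cells with the highest 5% of scores in each library were therefore taken as called doublets (597 cells), a rule chosen after the data were seen, and results without them were computed as an alternative.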

After filtration, data from the three treatment groups: AOS 0, B + A 0, and B + A 10 were combined together for processing using the Seurat method (Seurat package in R Studio). The cells from these three groups were similarly distributed in the cell map (Fig. 2a, Figs. S1b–1g). 

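Of the 20 clusters found from the joined libraries, each held cells of all 3 groups. The library with most cells in a cluster made up between 37.3% and 51.9% of that cluster. When the libraries were clustered without joining them, 18 clusters were found, and 93.6% of the cells fell into the same class of marker lists as before. With 4 other random seeds of the clustering, between 19 and 21 clusters were found in the joined libraries.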

The cells for individual samples are shown in Fig. 2c–e. 

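The deposited table listed 13891 genes over 12653 cells. Data File S1 gives an average value per gene and group, of which the first 1999 rows were at hand. The means of the per-cell values before the log, in UMIs per 10000, matched 1994 of them with a largest difference of 4.72513e-05, and the other 5 names were no genes of the table. Genes detected in at least 3 cells of a library numbered 13549 in AOS 0, 13214 in B + A 0 and 13096 in B + A 10.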

13,892 DEGs (different expressed genes) were detected in all the cells (Data File S1). 

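The marker gene lists of Data File S1, 15 in number, were scored on the clusters. A gene's mean UMIs per 10000 in each cluster, plus 0.1, was put on a log2 scale and expressed as its distance from the mean over clusters in standard deviations, and the score of a list was the mean over its genes. Each cluster took the class of the list with the highest score. The Goblet list (41 genes) and the Paneth list (35 genes) share 33 genes, so 1 class of both lists (GP) was used. The 10 genes with the largest ratio of the cluster to all other cells were taken as its leading genes. A cluster with fewer than 3 of them on the lists of its class was left without a class, a rule set after the clusters were seen. This left out 3 clusters with 165 cells, 1.30% of the total and 1.44% of AOS 0, 1.35% of B + A 0 and 1.18% of B + A 10.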

Based on the expression of the marker genes in each cell type (Data File S1), the cells were grouped into 15 clusters as reported earlier.^28^ These 15 clusters of cells included: stem cells, transit-amplifying progenitors (TA), TA-G1, TA-G2, enterocyte progenitors (EP), enterocyte progenitor early (EPE), enterocyte progenitor late (EPL), enterocyte immature proximal (EIP), enterocyte immature distal (EID), enterocyte mature proximal (EMP), enterocyte mature distal (EMD), EEC, goblet, Paneth, and tuft cells (Fig. 2b). 

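The Stem list was highest in a cluster of 956 cells, the TA list in 445, TA-G1 in 1357, TA-G2 in 943, EP in 1205, EPE in 1016 and EPL in 345. EIP took 1263 cells, EID 1164, EMP 2042, EMD 851, EEC 155 and the Tuft list 316. The Goblet list (score 3.25) and the Paneth list (score 3.08) were both highest in the same cluster of 430 cells. These names are used here as the names of the lists. The clusters of the EIP and EID lists were led by genes of secretory cells such as Agr2, Retnlb, Clca1, Fcgbp and Muc2. In 1 of them the hemoglobin genes Hbb-b1 and Hba-a1 were among the leading genes, with most of their UMIs from 1 cell of B + A 0. The cluster of the Tuft list was led by the T cell and cytotoxic genes Gzma, Gzmb, Cd7, Nkg7 and Cd3g. The cluster of the TA list was led by the secretory genes Ccl9 and Reg4 beside the cycling gene Ube2c, and 23.8% of its cells were called doublets.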

Gene expression of the marker genes was also specific (Fig. 2f–i, Data File S1). 

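A gene that defines a cluster is high in it by construction, so the values of the genes of Fig. 2f–i were taken from clusters found without them. The 10 leading genes of each cluster and the 8 genes of the figure, together 177 genes, were removed. The cells were clustered again into 20 clusters, which left 90.1% of the cells in the same class. A cluster led by Ccl9, Reg4 and Ube2c, like that of the TA list, had more leading genes on the lists of ST than on those of EI, whose list scored highest in it, and was left without a class. With 4 such clusters, the cells without a class were 4.75% of AOS 0, 4.57% of B + A 0 and 3.27% of B + A 10. Levels are means over cells in UMIs per 10000 UMIs of the cell. Percentages of cells with a UMI were taken after thinning, with exact binomial intervals.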

Olfm4 and Slc12a2 were the stem cells and TA cell markers that were highly expressed in the clusters of stem cells, TA, TA G1, and TA G2 (Fig. 2f). 

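Olfm4 (chromosome 14 of GRCm38, 79984081 to 80023139) had a mean level of 25.0 UMIs per 10000 in the 3181 ST cells and 0.530 in the 3123 EP cells. At 1000 UMIs per cell, 63.0% of the ST cells (61.3% to 64.7%) and 5.12% of the EP cells (4.38% to 5.96%) had a UMI of it. Slc12a2 (chromosome 18, 57878678 to 57946821) had a mean of 4.98 in ST and 0.193 in EP cells, with a UMI in 35.9% (34.2% to 37.6%) and 1.47% (1.08% to 1.96%) of the cells. The median depth was 6418 UMIs in ST and 5088 in EP cells. The level of Olfm4 in ST cells was 26.1 in AOS 0, 25.8 in B + A 0 and 23.5 in B + A 10.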

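Mttp (chromosome 3 of GRCm38, 138089854 to 138144968), which encodes the microsomal triglyceride transfer protein, had a mean level of 15.0 UMIs per 10000 in EM, 9.92 in EP, 1.31 in EI and 1.02 in ST cells. After thinning, a UMI of Mttp was found in 68.0% of the 2625 EM cells (66.1% to 69.7%) and in 56.1% of the EP cells (54.3% to 57.9%). It was found in 9.50% of the 2368 EI cells (8.35% to 10.8%) and in 10.3% of the ST cells (9.25% to 11.4%), so the percentage in EI was no higher than in ST cells.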

Mttp, as the marker gene, was highly expressed in the clusters of EM (EMD and EMP), and EI (EID and EIP; Fig. 2g). Clca1 was highly expressed in the clusters of EID and EIP (Fig. 2g). 

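In EI cells the mean level of Clca1 (chromosome 3 of GRCm38, 145003817 to 145032776) was 47.8 UMIs per 10000. In the other classes it lay between 0.676 (ST) and 1.98 (Tuft list). After thinning, 78.8% of the EI cells (77.1% to 80.4%) and 5.88% of the ST cells (5.09% to 6.75%) had a UMI of it. The levels in EI were 52.9 in AOS 0, 46.0 in B + A 0 and 45.4 in B + A 10.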

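The mean level of Fxyd3 (chromosome 7 of GRCm38, 31068172 to 31076704) was 7.81 UMIs per 10000 in the EEC class, 6.31 in EI, 2.89 in GP and 0.539 in ST cells. After thinning it was found in 44.8% of the 154 EEC cells (36.8% to 53.0%), in 44.3% of the EI cells (42.2% to 46.3%) and in 1.37% of the EM cells (0.962% to 1.89%).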

Fxyd3 was reported to be the marker gene for EEC which was also expressed in EID and EIP (Fig. 2h). Rac2 was highly expressed in tuft cells which indicated that it was a good marker gene for this type of cell. 

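Rac2 (chromosome 15 of GRCm38, 78559167 to 78572783) encodes a GTPase of blood cells. Its mean level was 4.99 UMIs per 10000 in the 273 cells of the Tuft list and between 0.0545 (ST) and 0.103 (EEC) in the other classes. After thinning, 36.3% of the cells of the Tuft list (30.6% to 42.3%) and 0.566% of the ST cells (0.336% to 0.893%) had a UMI of it. In cells of the Tuft list the level was 6.36 in AOS 0, 3.93 in B + A 0 and 4.44 in B + A 10.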

Ang4 and Defa31 are good marker genes for, and were highly expressed in, goblet and Paneth cells (Fig. 2i).

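Ang4 (chromosome 14 of GRCm38, 51763878 to 51773590) encodes an antimicrobial ribonuclease. Its mean level in the 413 GP cells was 125 UMIs per 10000, with 164 in AOS 0, 140.3 in B + A 0 and 86.7 in B + A 10. In ST cells, which should lack the gene, it was 1.15, 2.29 and 1.21. After thinning, 93.0% of the GP cells (90.1% to 95.2%) and 13.6% of the ST cells (12.4% to 14.9%) had a UMI. The median depth of these GP cells was 18379 UMIs. Defa31 (chromosome 8, 21191614 to 21192549), a defensin gene, had a mean of 14.4 in GP cells and at most 0.257 (EI) in the other classes. The means in GP cells of the 3 groups were 13.2, 14.3 and 15.1. A UMI of it was found in 71.4% of the thinned GP cells (66.8% to 75.7%). Defensin genes are near-identical copies of each other whose reads the counting could have split between genes, so the value of a single defensin is uncertain.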

**Fig. 2:**
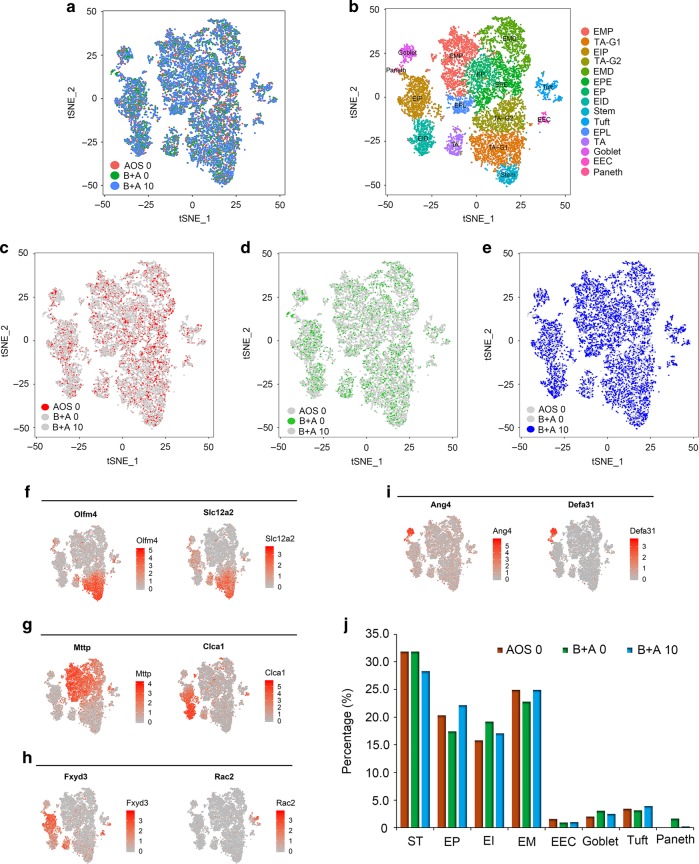
AOS rescue the intestinal cell population as seen by scRNA-seq analysis. **a** Cell distribution in scRNA-seq analysis for the cells from the three treatment groups (AOS 0, B + A 0, B + A 10). **b** Cell type clusters. tSNE of 12,653 single cells (points), colored by cluster assignment including Stem, TA (transit amplifying), TA-G1, TA-G2, EP (enterocyte progenitor), EPE (enterocyte progenitor early), EPL (enterocyte progenitor late), EIP (enterocyte immature proximal), EID (enterocyte immature distal), EMP (enterocyte mature proximal), EMD (enterocyte mature dital), EEC (enteroendocrine), Tuft, Goblet, and Paneth cells. **c** Cell distribution in scRNA-seq analysis for the cells of AOS 0. **d** Cell distribution in scRNA-seq analysis for the cells of B + A 0. **e** Cell distribution in scRNA-seq analysis for the cells of B + A 10. **f** The expression pattern of marker genes Olfm4 and Scl12a2. **g** The expression pattern of marker genes Mttp and Clca1. **h** The expression pattern of marker genes Fxym3 and Rac2. **i** The expression pattern of marker genes Ang4 and Delfa31. **j** The proportion of the fifteen clusters of cells in each sample.

The proportion of these 15 clusters of cells in each sample was calculated using the Seurat program (Fig. 2j). 

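The percentage of cells of a class was computed over all deposited cells of a library, with the exact binomial interval. Differences between libraries are given in percentage points with Newcombe's interval. The classes were recomputed under other clusterings and filters, and 216 of 224 values of the differences of B + A 0 from AOS 0 and of B + A 10 from B + A 0 stayed within the interval of the difference. Counting the one used here there were 17 settings, of which those with other random seeds of the clustering, without the leading genes or with the first 20 genes of each list were chosen after the data were seen. A difference is called beyond counting error where its interval leaves out 0. The lowest UMIs of a deposited cell differed between libraries, at 3155 in AOS 0, 3929 in B + A 0 and 2051 in B + A 10. No setting made this floor equal, so that its part in the percentages is unknown. Beside each percentage stands the value from the clusters found without their leading genes.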

Stem cells and TA cells were combined together as ST. EP, EPE, and EPL were combined together as EP. EIP and EID were together as EI. EMP and EMD were combined together as EM. The percentage of ST in group B + A 10 was lower than that in the AOS 0 or B + A 0 groups. 

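ST cells were 30.9% (29.5% to 32.3%) of AOS 0, 30.0% (28.4% to 31.6%) of B + A 0 and 27.6% (26.4% to 28.8%) of B + A 10. Clustered without the leading genes the percentages were 26.1%, 25.6% and 24.1%. B + A 10 minus AOS 0 was -3.30 percentage points (-5.16 to -1.45), beyond counting error in 17 of 17 settings. B + A 10 minus B + A 0 was -2.37 (-4.37 to -0.396), beyond it in 12 of them. With another random seed of the clustering the latter was -0.567, the value nearest to 0. B + A 0 minus AOS 0 was -0.929 (-3.05 to 1.20), within counting error in each setting. Of the lists in ST, the TA list fell from 4.57% of B + A 0 to 2.49% of B + A 10 and TA-G1 from 11.6% to 10.0%, while Stem went from 7.20% to 7.96% and TA-G2 from 6.54% to 7.10%. The cluster of the TA list is the one led by secretory genes, with 23.8% called doublets.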

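EP cells made up 20.1% (18.9% to 21.4%) of AOS 0, 18.3% (17.0% to 19.7%) of B + A 0 and 21.6% (20.5% to 22.7%) of B + A 10, and 24.7%, 22.2% and 26.1% when clustered without the leading genes. B + A 0 minus AOS 0 was -1.83 percentage points (-3.64 to -0.00447), at the edge of counting error, and beyond it in 15 of 17 settings. From B + A 0 to B + A 10 the percentage moved by 3.25 (1.5 to 4.97), beyond it in 17 settings. When each cell was assigned by its own list scores the latter became 5.50, the largest move of a difference in EP. For EM the percentages were 23.3% (22.0% to 24.6%), 20.9% (19.5% to 22.3%) and 23.7% (22.6% to 24.9%), or 20.9%, 18.9% and 21.7% without the leading genes. B + A 0 minus AOS 0 was -2.41 (-4.31 to -0.485) and was beyond counting error in 15 settings. From B + A 0 to B + A 10 the move was 2.85 (1.03 to 4.65) and was beyond it in 13. At cluster resolution 1.5 this difference was 0.654 (-0.984 to 2.26), within counting error.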

The percentages of cells in EP and EM were decreased by B + A 0 compared to AOS 0; however, they were increased by the B + A 10 group compared to the B + A 0 group and were similar to that in the AOS 0 group. 

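EI cells were 17.8% (16.6% to 19.0%) of AOS 0, 21.2% (19.8% to 22.6%) of B + A 0 and 19.0% (18.0% to 20.1%) of B + A 10, and 17.4%, 20.8% and 18.4% without the leading genes. B + A 0 was 3.39 percentage points (1.56 to 5.23) above AOS 0, beyond counting error in 17 of 17 settings. B + A 10 minus B + A 0 was -2.15 (-3.93 to -0.400), beyond it in 16. In 1 of the EI clusters, with 391 cells, 54.7% of the cells were called doublets.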

The percentage of cells in EI was increased in B + A 0 compared to AOS 0, while it was decreased in B + A 10 compared to B + A 0 and was similar to AOS 0. The percentage of EEC in B + A 0 and B + A 10 were similar, which was lower than that in AOS 0. 

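EEC cells were 1.61% (1.245% to 2.04%) of AOS 0, 1.03% (0.712% to 1.45%) of B + A 0 and 1.05% (0.791% to 1.36%) of B + A 10, on 66, 33 and 56 cells. Without the leading genes 55 cells of B + A 10 were EEC, and the numbers of both other libraries did not move. B + A 0 minus AOS 0 was -0.575 percentage points (-1.10 to -0.0376), beyond counting error in 15 of 17 settings. The difference of 0.0135 (-0.465 to 0.442) between B + A 10 and B + A 0 was not detectable with these cell numbers in any setting.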

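The Goblet and the Paneth list were highest in the same cluster, so the cells of these lists were counted as 1 class, GP. Clusters led by goblet genes such as Muc2, Fcgbp and Tff3 scored highest on the EID list and were counted in EI, so that GP does not hold these cells. It held 99 cells or 2.41% (1.96% to 2.93%) of AOS 0, 171 cells or 5.35% (4.60% to 6.19%) of B + A 0 and 160 cells or 2.99% (2.55% to 3.48%) of B + A 10. The percentages without the leading genes were 2.22%, 5.23% and 2.90%. The leading genes of the class were defensins such as Defa35, Defa30 and Defa5.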

The percentage of goblet cells was increased by B + A 0 compared to AOS 0, while it was decreased by B + A 10 to a similar level as AOS 0. The percentage of tuft cells was little changed by B + A 0 or B + A 10. However, the percentage of Paneth cells was increased dramatically by B + A 0, while it was similar in the AOS 0 and B + A 10 groups (Fig. 2j). 

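The cells of the Tuft list, led by T cell genes, were 2.44% (1.99% to 2.95%) of AOS 0, 1.94% (1.49% to 2.48%) of B + A 0 and 2.88% (2.45% to 3.36%) of B + A 10. Without the leading genes they were 2.24%, 1.596% and 2.43%. B + A 0 minus AOS 0 was -0.495 percentage points (-1.16 to 0.194), within counting error but beyond it in 4 of 17 settings. B + A 10 was 0.937 (0.256 to 1.58) above B + A 0, beyond counting error in 15 of them. A separate cluster of 29 cells, with 9 of AOS 0, 7 of B + A 0 and 13 of B + A 10, had tuft cell markers such as Dclk1, Rgs13 and Sh2d6 among its 10 leading genes. It is not counted with the Tuft list.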

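In the GP class, which holds the cells of both the Paneth and the Goblet lists, B + A 0 was 2.94 percentage points (2.05 to 3.88) above AOS 0 and B + A 10 minus B + A 0 was -2.36 (-3.30 to -1.48). Both were beyond counting error in 17 of 17 settings, none of which made the lowest UMIs per cell equal between libraries. B + A 10 minus AOS 0 was 0.578 (-0.0888 to 1.23), beyond it in 7 of them. When each cell was assigned by its own scores, the rise of B + A 0 over AOS 0 became 3.97 points. GP cells had a median of 17622 UMIs, the highest of the classes.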

The percentage of EEC in B + A 0 and B + A 10 were similar, which was lower than that in AOS 0 (Fig. 2j). EEC, goblet, tuft, and Paneth cells were found in much lower amounts as reported earlier.^28^ 

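B + A 10 minus AOS 0 was 1.42 percentage points (-0.235 to 3.06) in EP, 1.24 (-0.345 to 2.80) in EI, 0.446 (-1.28 to 2.16) in EM and 0.442 (-0.222 to 1.09) in cells of the Tuft list, all within counting error. In EEC it was -0.561 (-1.06 to -0.0996), beyond counting error as in ST. Over 17 settings the difference was beyond counting error in 6 for EP, in 2 for the Tuft list, in 15 for EEC and in none for EI. In EM it was beyond it in 1 setting, each cell by its own scores, where it was -2.37. Each group was 1 library of pooled mice, and the spread between mice is unknown. The paper compared the percentages of the classes between the 3 groups (Fig. 2j).

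**Figure D1:**
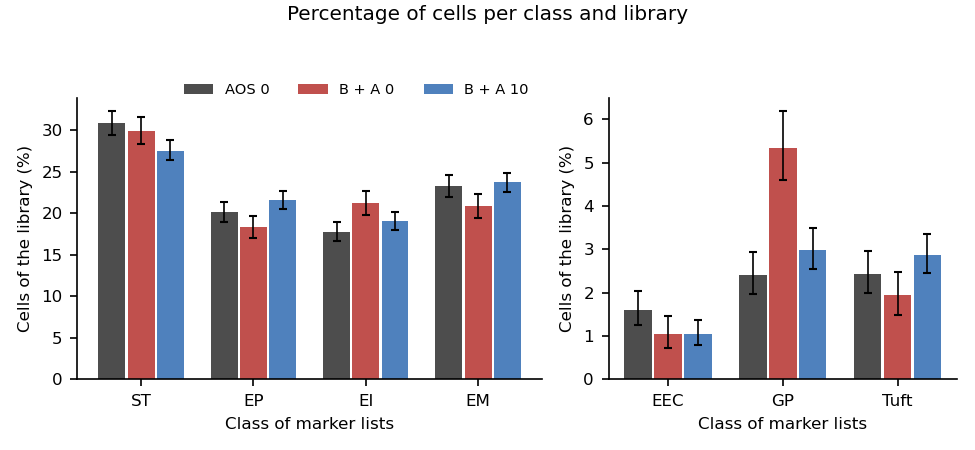
Percentage of the cells of each library (AOS 0, B + A 0, B + A 10) in each class of marker lists, with ST, EP, EI and EM on the left and EEC, GP and Tuft on the right on a smaller scale. Bars are percentages of all cells of the library and lines are 95% exact binomial intervals. The GP bar of B + A 0 stands at 5.35%, above the intervals of both other libraries.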

The data here indicated that AOS can improve the populations of different types of cells in the murine small intestine.

### AOS improved intestinal cell function

The expression of these marker genes in each cluster of cells were further analyzed for their relative expression level. The expression of these marker genes in the B + A 0 group was compared to that in the AOS 0 group (AOS 0 vs. B + A 0) which was the ratio of the expression in these two groups. The expression of these marker genes in B + A 10 was compared to those in B + A 0 (B + A 0 vs. B + A 10), which gave the ratio of the expression in these two groups (Fig. 3a, Data File S1). 

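For each class, the UMIs of a marker gene were summed over the cells of the class in a library and divided by all UMIs of these cells. The ratios of B + A 0 to AOS 0 and of B + A 10 to B + A 0 were taken from the resulting UMIs per 1000000. The genes of the lists of a class were pooled, and those with a UMI in each library numbered 1277 for ST, 993 for EP, 333 for EI, 882 for EM, 294 for EEC, 43 for GP and 200 for Tuft. The UMIs of a class and library ranged from 225939 (EEC, B + A 10) to 12783850 (ST, AOS 0). In ST cells Olfm4 had 23460 UMIs in AOS 0, 16035 in B + A 0 and 13276 in B + A 10, log2 ratios of 0.06 (0.03 to 0.09) and -0.13 (-0.16 to -0.09). From means of the per-cell values the first of these was -0.0098, on the other side of 0.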

The data showed that if the expression of the marker genes was increased (>1) in AOS 0 vs. B + A 0, the expression of the same marker genes was decreased (<1) in B + A 0 vs. B + A 10. Furthermore, it was true that if the expression of the marker genes was decreased (<1) in AOS 0 vs. B + A 0, the expression of the same marker genes was increased (>1) in B + A 0 vs. B + A 10. 

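The ratios of B + A 0 to AOS 0 and of B + A 10 to B + A 0 lay on opposite sides of 1 in 1791 of 4022 pairs of marker gene and class (44.5%). In ST the tally was 37.4% (241 up then down, 236 down then up), in EP 39.3% (126 up then down, 264 down then up) and in EI 39.3% (57 up then down, 74 down then up). It was 53.4% (71 up then down, 400 down then up) in EM, 61.9% (35 up then down, 147 down then up) in EEC, 25.6% (5 up then down, 6 down then up) in GP and 64.5% (36 up then down, 93 down then up) in Tuft. Both ratios share the B + A 0 library, so counting noise alone puts them on opposite sides more often than not. In 1000 simulated draws of 3 libraries from 1 common profile per class, 95% of the draws lay between 65.4% and 70.6% in ST, 66.7% and 72.5% in EP, 62.2% and 72.4% in EI and 65.5% and 71.5% in EM. They lay between 63.6% and 74.1% in EEC, 46.5% and 74.5% in GP, and 63.5% and 76% in Tuft. The tally was below this range in 6 classes and inside it in Tuft. In EEC, genes with at least 100 UMIs gave 61.7%, on the lower limit of their range. With AOS 0 in the shared place it was 82.5% in ST, and with B + A 10 there it was 80.1%. The alternative that moved the tally most took the ratios over all cells of a library in place of the cells of the class, which gave 79.0% in EM and 81.4% in GP. It was chosen after the data were seen, and it mixes the ratio within a class with the percentage of cells in the class.

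**Figure D2:**
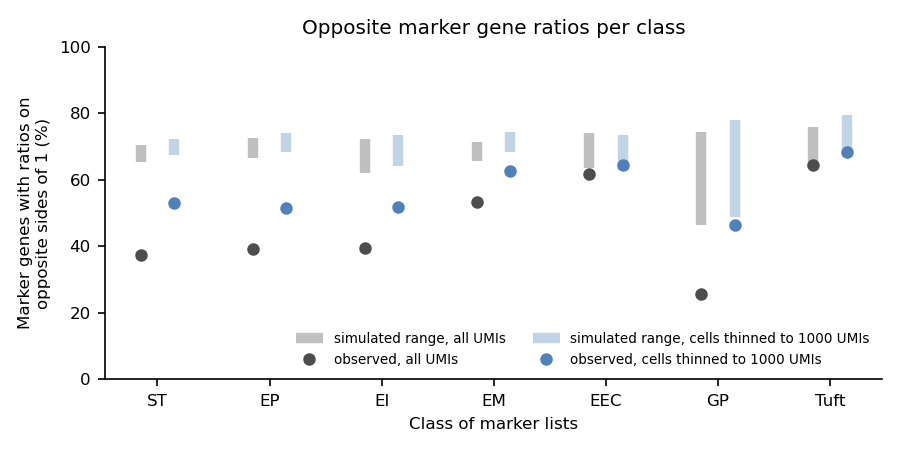
Percentage of the marker genes of each class whose ratios lie on opposite sides of 1. Points are the observed percentages and bars the 95% range of simulated libraries from 1 common profile, for all UMIs (gray) and for cells thinned to 1000 UMIs (blue). For all UMIs the points of ST, EP, EI, EM, EEC and GP lie below their bars, and after thinning those of ST, EP, EI, EM and GP do.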

The data suggested that busulfan disturbed the expression of the marker genes for each cluster of cells. And busulfan increased the expression of marker genes in Paneth cells and goblet cells which further suggested that busulfan may damage these cells. On the other hand, these cells initiated the feedback mechanism to induce the defensing function of these cells. However, AOS can recover the expression of the marker genes in ST (stem cells and TA, TA G1, and TA G2 cells), EP (EP, EPE, and EPL), EI (EIP and EID), EM (EMP and EMD), EEC, tuft and GP (goblet and Paneth) cells (Fig. 3a) which indicated that AOS benefited the functions of all the types of cells in small intestine.

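Within GP cells, 17 of 43 marker genes of the Goblet and Paneth lists were higher in B + A 0 than in AOS 0, with a median log2 ratio of -0.11. These genes held a median of 75.9% of the UMIs of a GP cell in AOS 0 and 69.9% in B + A 0, so that their levels per 1000000 UMIs depend on each other. For B + A 10 over B + A 0 the median log2 ratio was -0.06. For comparison, 10000 lists matched in mean level were drawn at random from 3113 genes of these cells, the marker genes among them. Their medians in both comparisons were 0.13 and -0.17. With marker genes holding most UMIs, genes of like level are in part the markers themselves. Defa5 (chromosome 8 of GRCm38, 21297439 to 21298375) had 4281 UMIs per 1000000 in AOS 0, 7096 in B + A 0 and 8054 in B + A 10, log2 ratios of 0.73 (0.70 to 0.76) and 0.18 (0.16 to 0.21). The log2 ratios of Defa34 were 1.05 (0.98 to 1.12) and 0.44 (0.39 to 0.49), and those of Gm14851 were 0.06 (0.02 to 0.09) and 0.75 (0.72 to 0.78). Over all cells of a library, where more GP cells give more of their RNA, 40 of 43 were higher in B + A 0. With each class held at its AOS 0 percentage, a setting chosen after the data were seen, 30 of 43 still were. From the same means of per-cell values 17 of 43 were higher within GP cells, so a part of these rises came from other cells. In other cells the median percentage of UMIs on these lists was 0.402% in AOS 0, 0.889% in B + A 0 and 0.623% in B + A 10. Whether free RNA gave this was not tested.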

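The marker genes whose level in B + A 10 was nearer to AOS 0 than the level in B + A 0 was were 26.2% in ST, 28.3% in EP, 25.8% in EI, 36.2% in EM, 50.3% in EEC, 16.3% in GP and 53.5% in Tuft. In simulated libraries from 1 profile this percentage lay between 46.0% and 51.8% in ST, 44.5% and 55.4% in EEC, and 46% and 60% in Tuft. After each cell was thinned to 1000 UMIs, the percentage with opposite ratios was 53.0% in ST, 51.7% in EP, 52.0% in EI, 62.7% in EM, 64.5% in EEC, 46.3% in GP and 68.5% in Tuft. The median log2 ratio of B + A 0 to AOS 0 of the EM marker genes was -0.08 and that of B + A 10 to B + A 0 was 0.10. Lists of genes of like mean level drawn at random in EM had medians of -0.04 and 0.04. For 167 EEC genes with at least 100 UMIs in the class the medians were -0.36 and 0.05, where lists drawn in the same way had 0.01 and -0.08. From ratios above 1 in one comparison and below 1 in the other (Fig. 3a), the paper concludes that AOS can recover the expression of the marker genes in all classes.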

**Fig. 3:**
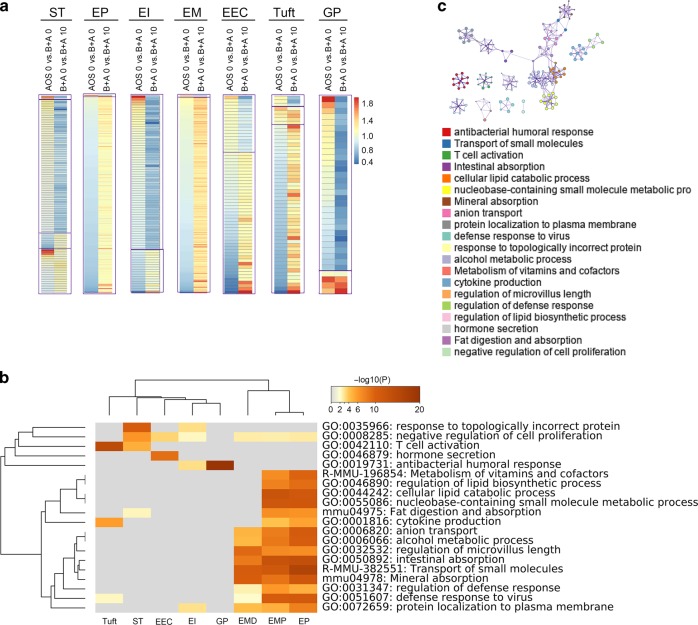
AOS improved intestinal cell function. **a** The expression pattern of the differentially expressed marker genes in each of the 15 clusters: ST (Stem, TA, TA-G1, TA-G2), EP (EP, EPE, EPL), EI EIP, EID), EM (EMP, EMD), EEC, Tuft, GP (Goblet, Paneth). **b** Multiple enrichment analysis for ST (Stem, TA, TA-G1, TA-G2), EP (EP, EPE, EPL), EI EIP, EID), EMP, EMD, EEC, Tuft, GP (Goblet, Paneth) by the online tool in Metascape. **c** Enrichment network of shared marker genes in the clusters. Each term is indicated by a circular node which are colored by cluster ID, where nodes that share the same cluster ID are typically close to each other.

The differential expression marker genes from the clusters ST, EP, EI, EMD, EMP, EEC, Tuft, and GP underwent enrichment analysis (Metascape). Results showed that these marker genes were enriched into different groups specifically related to their function (Fig. 3b, c; Fig. S1i). 

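Metascape was not used here and the enrichment itself was not analysed here. Levels of the first genes of the lists are given instead. The first genes of the Tuft list, Gzmb, Cd7, Nkg7, Cd3g and Cd52, are genes of T cells and other lymphocytes. Cd7 had 2154 UMIs per 1000000 in the 100 cells of AOS 0, 1153 in the 62 cells of B + A 0 and 1364 in the 154 cells of B + A 10, with log2 ratios of -0.90 (-1.05 to -0.75) and 0.24 (0.08 to 0.41). The log2 ratios of Cd3g were -0.97 (-1.18 to -0.76) and 0.39 (0.16 to 0.62), and those of Gzmb were -0.40 (-0.53 to -0.27) and 0.10 (-0.04 to 0.24).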

The most enriched functional pathway for tuft cells was “T cell activation” which corresponds to the function of tuft cells.^11^ 

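The EEC list opens with Chgb, Rbp4, Cpe, Scg2 and Neurod1, of which Chgb, Cpe and Scg2 belong to hormone granules. In EEC cells Chgb had 2946 UMIs per 1000000 in AOS 0, 2969 in B + A 0 and 2664 in B + A 10, log2 ratios of 0.01 (-0.13 to 0.15) and -0.16 (-0.32 to 0.00). Cpe had 751, 437 and 633 UMIs per 1000000, log2 ratios of -0.78 (-1.12 to -0.45) and 0.53 (0.16 to 0.92). Scg2 had log2 ratios of -0.66 (-1.07 to -0.27) and 0.14 (-0.33 to 0.62), the second of which was not detectable at 74 UMIs in B + A 0 and 79 in B + A 10.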

The most enriched functional pathway for EEC was “hormone secretion”. 

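The Goblet and Paneth lists open with antimicrobial defensin genes. In GP cells Defa28 had 101 UMIs per 1000000 in AOS 0, 361 in B + A 0 and 345 in B + A 10, log2 ratios of 1.84 (1.64 to 2.04) and -0.06 (-0.19 to 0.07). Defa26 had 503, 597 and 831. Defa22 had 23.6, 74.1 and 6780.1. Of its UMIs in GP cells of B + A 10, 98.2% came from 28 of the 160 cells.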

The most enriched functional pathway for GP was “antibacterial humoral response”, which is the main function of goblet and Paneth cells.^5,29^ 

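The first genes of the lists of TA-G1, TA-G2 and TA include Ifitm3, Ptma, Hmgb2, Ube2c, Birc5 and Reg4. In ST cells Ube2c, a cycling gene, had 344 UMIs per 1000000 in AOS 0, 271 in B + A 0 and 231 in B + A 10, log2 ratios of -0.34 (-0.42 to -0.27) and -0.23 (-0.32 to -0.14). Those of Birc5 were -0.32 (-0.39 to -0.25) and -0.16 (-0.25 to -0.07), and those of Reg4 were -0.13 (-0.21 to -0.05) and -1.10 (-1.22 to -0.99). Those of Hmgb2 were -0.15 (-0.18 to -0.11) and -0.07 (-0.11 to -0.03). Ptma was lower and then higher, at -0.14 (-0.16 to -0.12) and 0.03 (0.01 to 0.05), and Ifitm3 was at -0.01 (-0.03 to 0.02) and 0.09 (0.06 to 0.12).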

The enriched functional pathways for ST included “response to topologically incorrect protein” and “negative regulation of cell proliferation”.^5,29^ There were 15 common enriched functional pathways for EMP and EP (EP, EPE, EPL) clusters. In addition, there were nine common enriched functional pathways for EMD, EMP and EP (EP, EPE, EPL); most of these enriched pathways are related to metabolism and absorption.^5,29^ Furthermore, the interesting enrichment was “regulation of microvillus length”, which was most enriched in EMD compared to EMP and EP (EP, EPE, EPL); this confirmed the data that microvilli were damaged by busulfan and rescued by AOS. 

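Genes of the microvillus in the deposited table include Vil1, Ezr, Slc9a3r1, Pls1, Cdhr2 and Myo1a. In the 851 cells of the EMD list, Vil1 (chromosome 1 of GRCm38, 74409376 to 74435559) had 854 UMIs per 1000000 in AOS 0, 835 in B + A 0 and 841 in B + A 10. Its log2 ratios were -0.03 (-0.13 to 0.06) and 0.01 (-0.11 to 0.13), not beyond counting error. In the same cells the log2 ratios of Pls1 were -0.04 (-0.15 to 0.07) and 0.33 (0.20 to 0.45), those of Ezr 0.04 (-0.12 to 0.21) and 0.17 (-0.02 to 0.36), those of Cdhr2 0.05 (-0.10 to 0.20) and 0.23 (0.06 to 0.41), those of Myo1a -0.06 (-0.19 to 0.06) and 0.16 (0.02 to 0.30) and those of Slc9a3r1 -0.05 (-0.17 to 0.06) and 0.20 (0.06 to 0.34). In the 2042 cells of the EMP list they were -0.20 (-0.31 to -0.10) and 0.19 (0.08 to 0.30) for Cdhr2, -0.13 (-0.23 to -0.04) and 0.13 (0.03 to 0.23) for Myo1a, -0.06 (-0.15 to 0.02) and 0.18 (0.09 to 0.27) for Slc9a3r1, -0.06 (-0.13 to 0.00) and 0.04 (-0.04 to 0.11) for Vil1, 0.00 (-0.07 to 0.07) and 0.13 (0.06 to 0.20) for Pls1 and -0.11 (-0.23 to 0.01) and 0.21 (0.09 to 0.34) for Ezr. From the enrichment of the microvillus term in EMD, beside the TEM images, the paper concludes that busulfan damaged microvilli and AOS rescued them. It also reports more Vil1 protein with AOS after busulfan by immunofluorescence (Fig. 1c), another assay than mRNA.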

The data in this section indicated that busulfan disrupted the specific functions of all these types of cells, however, AOS can reverse these effects correspondingly.

### Pseudo-timeline analysis revealed that AOS improved enterocyte development

Intestinal stem cells reside near the bottom of the crypt and develop into fast proliferating TA cells which then give rise to the terminally differentiated types of cells: enterocytes, EEC, goblet, Paneth, tuft cells.^5,29^ Enterocytes are the most abundant cell type in the small intestine, while all other mature cell types add up to only a few percent.^28^ Enterocytes (EP, EPE, EPL, EIP, EID, EMP, and EMD), stem cells, TA, TA G1, and TA G2 were selected for further analysis to elucidate the developmental progression of enterocytes under different treatments (Fig. S1h). Enterocyte development is asynchronous.^5,29^ therefore we aimed to examine the different stages of their development. Subsequently, we implemented the program Monocle 2 to place developing enterocytes in ‘pseudotime’’ order.^30^

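The 11587 cells of ST, EP, EI and EM were ordered by diffusion pseudotime on the joined libraries, with 30 neighbours, 10 diffusion components and a root among the cells of the Stem list. Monocle 2 was not used here, and a bifurcation was not analysed here. The order runs from 0 at the root, and its median was 0.108 in ST, 0.731 in EP, 0.755 in EI and 0.868 in EM cells. Spearman's correlation across cells between this order and the order found without joining the libraries was 0.988, where cells are not independent replicates. It was 0.964 after each cell was thinned to 1000 UMIs and 0.992 with 5 components.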

The cells arising from stem cells were then ordered along a putative developmental trajectory from least to most differentiated enterocytes (Fig. 4a). It is noteworthy that the ordering of all these clusters of cells revealed a bifurcation of the pseudo-timeline which indicated that there were distinct molecular pathways to guide the development of these clusters of cells. In order to assess which genes regulated the progression of enterocytes along the timeline, hierarchical clustering of the genes was performed to determine the expression patterns of those that act as a function of pseudotime (Fig. 4b, c, Data File S1). 

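The cells were divided into 10 equal parts along the pseudotime order. The stem cell genes Olfm4 and Slc12a2 had their highest mean in the first part, with 38.3 and 7.08 UMIs per 10000, and 0.493 and 0.223 in the last. Vil1 rose from 1.75 in the first part to 11.2 in the ninth and was 10.6 in the last. Myo1a (chromosome 10 of GRCm38, 127705170 to 127720940) rose from 0.828 to 5.78 in the ninth part. The ribosomal protein gene Rps18 was at 74.1 in the first part and 4.29 in the last. How far free RNA from other cells shapes such curves was not tested.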

Correlated with the plotted pseudo-timeline order,^30^ we found that groups of genes were expressed differentially along each axis; these genes are known to be developmentally regulated through enterocyte maturation and differentiation, including proliferating or stem cell marker genes Slc12a2 and Olfm4, and enterocyte maturation marker genes vil1 and Myo1a (Fig. 4b, c). Gene ontology (GO) analysis found that axis A was enriched for genes related to proliferation (genes in cluster 1 and cluster 3) which corresponded to the TA G1 and TA G2 clusters, while axis B was enriched for genes related to villi development and maturation (genes in cluster 2 and cluster 4) which corresponded to EP, EI, and EM clusters (Fig. 4c). 

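The median pseudotime was 0.0583 for the cells of the Stem list, 0.0963 for TA-G1, 0.182 for TA-G2 and 0.250 for TA. It was 0.538 for EPE, 0.721 for EIP, 0.771 for EP, 0.812 for EMD, 0.852 for EPL, 0.859 for EID and 0.883 for EMP. Tubb5, a tubulin gene high in dividing cells, had its highest mean of 9.11 UMIs per 10000 in the second of the 10 parts. Mki67, a proliferation marker, had its highest mean of 0.913 in the third.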

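Along the same order Agr2 had its highest mean in the fifth of the 10 parts (119.7 UMIs per 10000), Retnlb in the sixth (64.4), Fabp6 in the eighth (148) and Tmigd1 in the ninth (3.68). Apoa4 (65.1) and Fabp2 (297) were highest in the last. In the last part Fabp2 was 388 in AOS 0, 255 in B + A 0 and 248 in B + A 10, and Apoa4 was 78.6, 50.7 and 62.6. The mix of cells in this part differed between libraries. EM cells were 69.9%, 59.6% and 69.4% of it and EI cells 26.3%, 36.1% and 27.3%. Within all EM cells the log2 ratios of B + A 0 to AOS 0 were -0.36 for Fabp2 and -0.13 for Apoa4. Those of B + A 10 to B + A 0 were -0.03 and 0.32.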

The expression patterns of the marker genes for these clusters of cells are shown in Fig. 4d. The data in this section indicated that busulfan altered the cell developmental time line of the small intestinal cells which can be rescued by AOS.

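The median cell of AOS 0 stood at 47.1% (45.7% to 48.8%) of the order of all cells, that of B + A 0 at 49.2% (47.4% to 51.2%) and that of B + A 10 at 52.6% (51.1% to 53.9%). B + A 0 minus AOS 0 was 2.13 (-0.370 to 4.55) percentage points, within counting error, and B + A 10 minus B + A 0 was 3.36 (0.878 to 5.57), beyond it. These places also depend on the percentages of cells in each class. Within EP cells the medians were 48.0%, 53.9% and 55.6%, and B + A 0 minus AOS 0 was 5.95 (2.57 to 9.52), beyond counting error in each of 4 settings, while B + A 10 minus B + A 0 was 1.66 (-1.77 to 4.72), within it. The shift in EP goes with its lists. The EPE list, the earliest of them, held 378 of 827 EP cells in AOS 0, 223 of 585 in B + A 0 and 415 of 1154 in B + A 10. Within the EPE list the medians of AOS 0 and B + A 0 were 38.1% and 37.3%, within the EP list 60.1% and 60.9% and within EPL 79.0% and 76.6%. The medians of the 3 groups were within EI 56.7%, 56.8% and 57.6%, and within EM 82.9%, 81.2% and 81.3%. With the libraries not joined, B + A 0 minus AOS 0 in EM was -4.00 (-6.24 to -1.61), beyond counting error. In EI B + A 10 minus B + A 0 was then 2.51 (0.619 to 5.02), beyond it too, against 0.798 (-2.86 to 3.00) with them joined. In ST cells the medians were 17.5%, 15.9% and 14.8%, where B + A 0 minus AOS 0 was -1.61 (-2.91 to -0.283), beyond counting error in the same 4 settings, and B + A 10 minus B + A 0 was -1.10 (-2.32 to 0.181). When the libraries were not joined, B + A 10 minus B + A 0 in ST cells was -5.30 (-6.47 to -4.00). With 5 diffusion components it was -1.13 (-2.42 to -0.0870), also beyond counting error, and in thinned cells -0.971 (-2.07 to 0.239), within it. The paper reasoned from the trajectory and from the genes along it (Fig. 4) and concludes that busulfan altered the developmental timeline and that AOS can rescue it.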

**Fig. 4:**
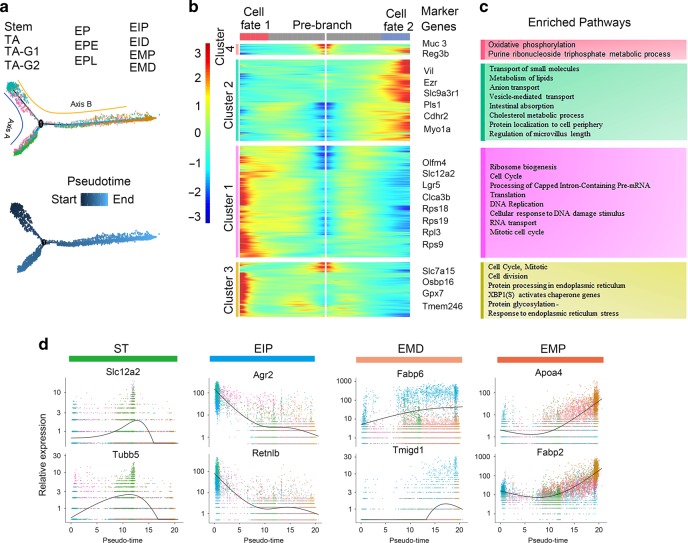
Pseudo-Timeline Analysis revealed that AOS improved enterocyte development. **a** Trajectory reconstruction of Stem, TA, TA-G1, TA-G2 and Enterocytes (EP, EPE, EPL, EIP, EID, EMP, and EMD) cells throughout chemical reprogramming discovers a bifurcation: axis A represents stem cells develop into TA (TA-G1, TA-G2); axis B shows the cells develop into enterocyte from immature to mature as the pseudo-time development. **b** Gene expression heatmap of 4292 top DEGs (cataloged in four temporal clusters) in a psudo-time order for the 11 clusters of cells (Stem, TA, TA-G1, TA-G2, EP, EPE, EPL, EIP, EID, EMP, and EMD. Representative genes are shown on the right. **c** Most enriched gene ontology (GO) terms for each of the four temporal clusters. **d** Differential expression patterns of some example marker genes from four major clusters ST, EIP, EMP, EMD.

Moreover, the differentially expressed marker genes in EMD and EMP were further enriched separately (Fig. 5a, b). It was found that the functional pathway “microvillus organization” was enriched in EMP (Fig. 5a) and pathway “cell–cell junction organization” was enriched in the EMD cluster (Fig. 5b) which validated the data in the multiple enriched analysis. The enriched data for other groups are shown in Fig. S2. The data here suggested that busulfan disrupted microvilli and cell junctions in the small intestine and that AOS assisted in the reversal of this damage.

**Fig. 5:**
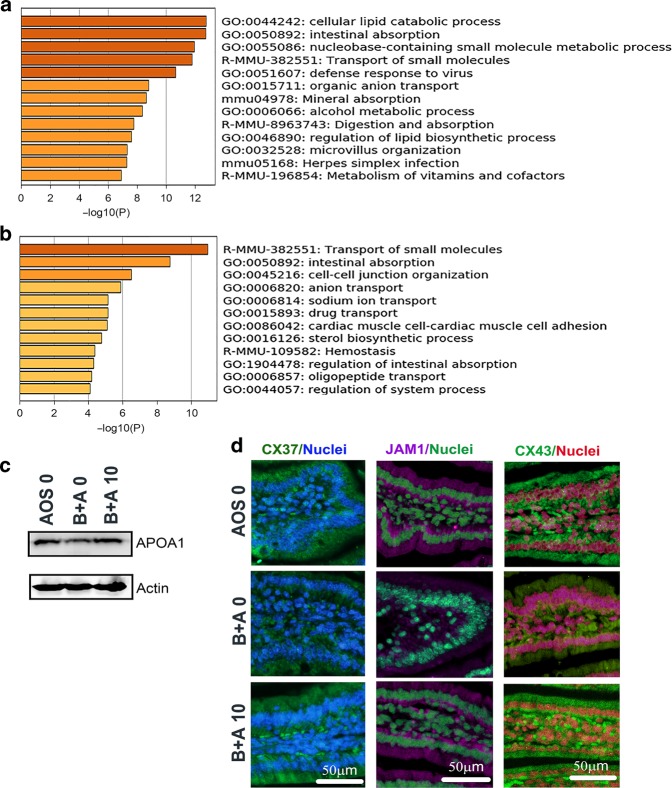
AOS improved enterocyte function. **a** Enrichment analysis for the cluster EMP only. **b** Enrichment analysis for the cluster EMD only. **c** WB of APOA1 in mouse small intestine samples. **d** IHF of Cx37, JAM1, and Cx43 in mouse small intestine samples in the three groups.

The data were further confirmed by IHF and WB. The level of the absorption protein APOA1 was reduced by busulfan while it was elevated by AOS (B + A 10) (Fig. 5c). In addition, the cell junction proteins JAM1, CX43, and Cx37 were reduced by busulfan while AOS (B + A 10) increased these protein levels (Fig. 5d). The data further confirmed that busulfan damaged the cell–cell junction by the decrease in the protein levels of junctional proteins. AOS could increase these protein levels to reconstruct the cell–cell junctions.

### AOS recovered the transcript factors by gene regulatory networks analysis

Small intestine cell identity and cell fate are governed by transcription factors and associated cofactors that work together to regulate the expression of target genes. The single-cell regulatory network inference and clustering (SCENIC) computational pipeline is an excellent tool to map gene regulatory network (GRN).^31^ In order to calculate the activity of every regulon in single-cell transcriptomes, the SCENIC AUCell algorithm was performed for cells in clusters ST (stem, TA, TA-G1, and TA-G2 cells), EP (EP, EPE, EPL), EI (EIP, EID), and EM (EMP, EMD).^31^ In our analysis, 184 regulons were identified, differentially expressed, and active in the three treatment groups of small intestine samples (Fig. 6a, Data File S2, S3). These active regulons were sample specific or cell type specific. Based on cell types, the active regulons could be divided into four major groups that regulons in ST, EP, EI, and EM (Fig. 6a). Some regulons were sample specific in AOS 0, B + A 0, or B + A 10 (Fig. 6a–c). Some of the important regulons were highly expressed in the B + A 10 group, such as Atf5, Klf7, and Sp2. 

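SCENIC was not run, and the regulon activity of Fig. 6 was not analysed here. The mRNA of the transcription factors was counted in ST, EP, EI and EM cells. Klf7 (chromosome 1 of GRCm38, 64029447 to 64122282) had log2 ratios of B + A 0 to AOS 0 of -0.52 (-0.91 to -0.13) in ST, -0.49 (-1.21 to 0.19) in EP, -0.49 (-1.29 to 0.28) in EI and -0.57 (-1.28 to 0.10) in EM. From B + A 0 to B + A 10 they were 0.02 (-0.46 to 0.49) in ST, 0.72 (0.01 to 1.47) in EP, 1.11 (0.35 to 1.90) in EI and 0.11 (-0.69 to 0.93) in EM. These rest on 23 to 82 UMIs per class in B + A 0. Atf5 (chromosome 7, 44812256 to 44816658) had 10.8 UMIs per 1000000 in ST cells of AOS 0, 11.1 in B + A 0 and 10.4 in B + A 10. Sp2 (chromosome 11, 96953341 to 96982959) had 5.79, 5.73 and 6.60. From B + A 0 to B + A 10 the log2 ratio of Sp2 was 0.69 (-0.34 to 1.79) in EP and -0.83 (-1.91 to 0.18) in EI. No change of Atf5 or of Sp2 between B + A 0 and B + A 10 was detectable in these classes at these counts.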

While some regulons were commonly expressed in the AOS 0, B + A 0, and B + A 10 groups, such as the putative transcription factors SOX4, SOX9, GATA4, ELF1, and others (Fig. 6c, d). 

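In ST cells Sox4 had 63.3 UMIs per 1000000 in AOS 0, 71.6 in B + A 0 and 59.4 in B + A 10, and Sox9 had 95.8, 103 and 99.5. Gata4 was highest in EP cells, with 40.7, 41.7 and 45.0. Elf1 had 102, 79.3 and 95.7 in EM cells, with log2 ratios of -0.37 (-0.57 to -0.17) and 0.27 (0.05 to 0.49). In EI cells its log2 ratios were -0.35 (-0.61 to -0.08) and 0.33 (0.04 to 0.62), while in ST cells they were -0.22 (-0.37 to -0.07) and -0.14 (-0.32 to 0.04). Sox4 had at most 11 UMIs in EM cells of each library, too few to read a change from.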

The data here suggested that busulfan disturbed the expression of transcription factors to further upset the gene expression in the intestinal cells. However, AOS can recover the expression of these transcription factors to improve the gene expression in these cells.

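Over the 9 transcription factors named in the text and the 4 classes, the log2 ratios of B + A 0 to AOS 0 and of B + A 10 to B + A 0 had opposite signs in 24 of 36 pairs of gene and class. The B + A 0 library is in both ratios, which by counting noise alone gave opposite signs for most marker genes in the simulated libraries. A simulation for the transcription factors themselves was not made. From the regulons that differed between the groups (Fig. 6), the paper proposes that busulfan disturbed the transcription factors. It states that AOS can recover their expression. The paper also measured proteins by Western blot (Fig. 6e), another assay than mRNA. It reports GATA4 and HMGB1 lower with busulfan and higher with AOS. KLF7, ATF5, SOX4 and ZBTB1 protein was reported higher in B + A 10 than in other groups.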

**Fig. 6:**
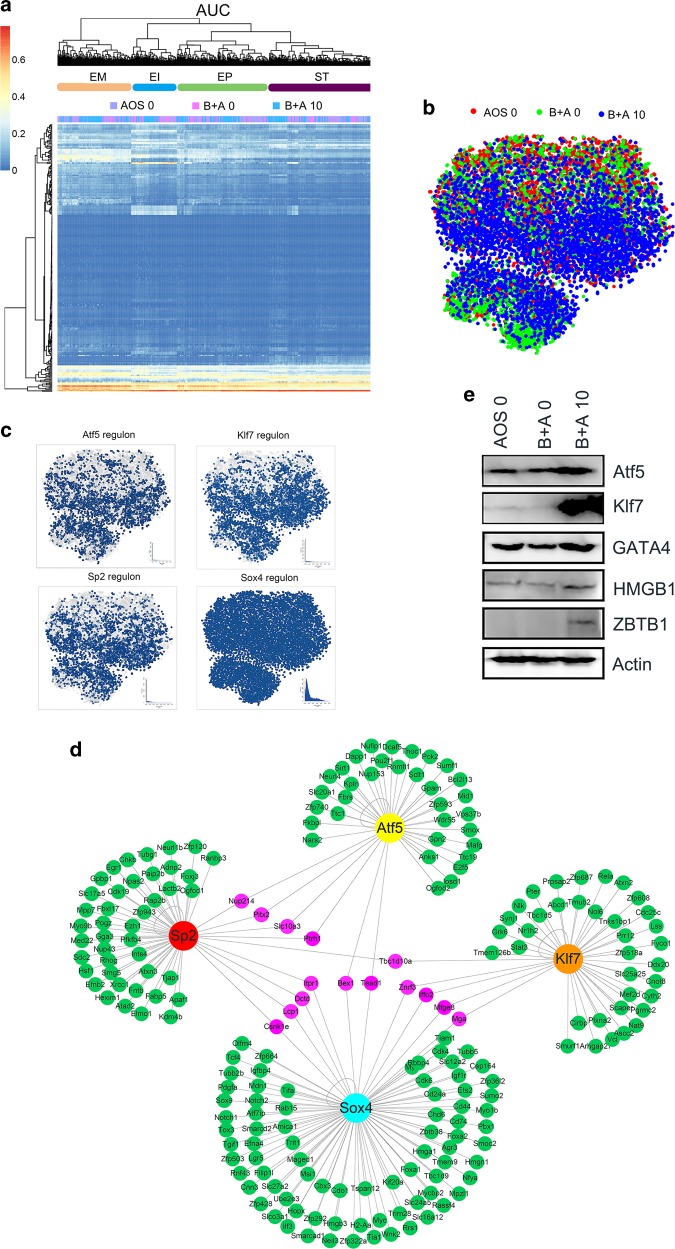
AOS recover the transcript factors by gene regulatory networks analysis. **a** SCENIC results on the mouse small intestine. Cluster labels are ST (stem, TA, TA-G1, TA-G2), EP (EP, EPE, EPL), EI (EIP, EID), EM (EMP, EMD). Different samples AOS 0, B + A 0, B + A 10 regulated different transcriptional factors. **b** Binary Regulon Activity colored by cell Proportions of different group. **c** Examples of reciprocal activity of four regulons Atf5, Klf7, Sp2, SOX4 on mouse small intestine single-cell data. Cells are colored according to the corresponding binary regulon activity. The inset illustrates the AUCell score distribution for the regulon. **d** Atf5, Klf7, SP2, SOX4 regulons and genes networks. Genes in green for individual regulon, genes in pink for multiple regulons. **e** WB analysis of regulons in mouse small intestine samples. (*n* > 6/group).

The protein levels of some regulons were explored by WB (Fig. 6e). We found that some transcription factors such as GATA4 and HMGB1 were decreased by busulfan, while they were increased by AOS (B + A 10). KLF7, ATF5, SOX4, and ZBTB1 were expressed in the B + A 10 group while there was less expression in other groups (Fig. 6e). The WB data further indicated that busulfan disrupted the transcription factors to upset gene expression in small intestinal cells. AOS produced the beneficial effects for the transcription factors. The data here suggested that AOS can regulate transcription factors to control gene expression which might be the reason why AOS can improve gene expression in intestinal cells.

### siRNA of mannose receptor (MR) blocked AOS effects on intestinal cells in vitro

AOS are the degradation products of alginate (one type of marine polysaccharide from brown seaweed) which are composed of α-L-guluronate (G) and β-D-mannuronate (M) joined by 1, 4-glycoside bonds. The MR is an endocytic receptor containing eight C-type lectinlike domains (CTLDs) which can bind to glycoconjugates terminated in mannose, fucose, or glucose. We hypothesized that the function of AOS may be through MR.^32,33^ Then siRNAs of MR were used in this study in vitro with IPEC-J2 cells (swine intestinal cell line) to explore the mechanism of AOS effects on the recovering of mouse small intestinal. It was very interesting that AOS 10, and 100 μg/ml significantly increased the protein levels of CX43, claudin, DSG2, and APOA1 in IPEC-J2 cells which was constant with the in vivo data in mouse, however, AOS 10, and 100 μg/ml cannot increase the levels of these three proteins in the present of MR siRNA (Fig. 7a, b). We further determined the protein levels of the transcriptional factors GATA4, HMBG1 ad ZBTB1 in IPEC-J2 cells after MR siRNA treatment. We found that AOS 10, 100 μg/ml significantly elevated the expression of these three transcriptional factors which was constant with the in vivo data in mouse, however, AOS 10, and 100 μg/ml did not elevate the expression of these three proteins under MR siRNA treatment (Fig. 7c). The data suggested that AOS acts its function through MR signaling pathway.

**Fig. 7:**
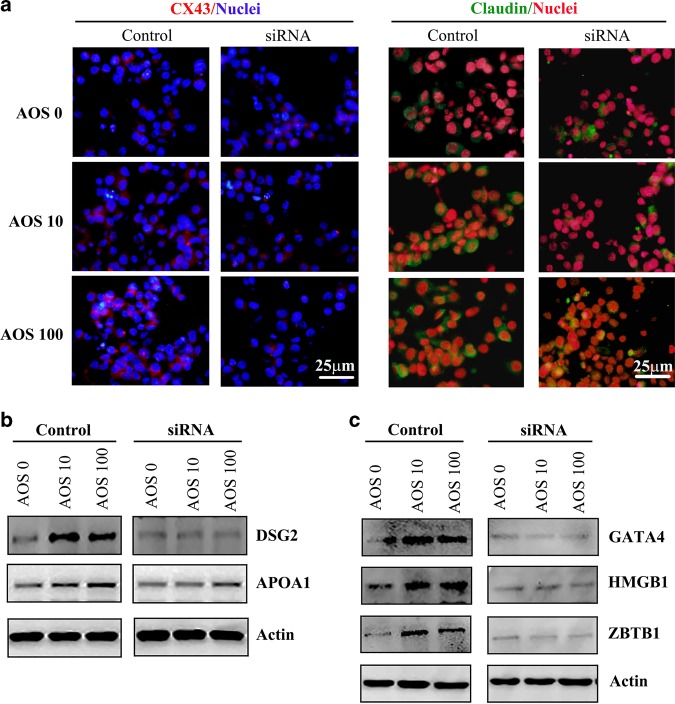
siRNA of mannose receptor blocked AOS effects on intestinal cells in vitro. **a** IHF of Cx437, claudin in IPEC-J2 cells the six groups. **b** WB of DSG2 and APOA1 in IPEC-J2 cells the six groups. **c** WB of GATA4, HMBG1, and ZBTB1 in IPEC-J2 cells the six groups. (>3 replications).

### Data of plasma metabolome confirmed the sequencing data

Since AOS improved the function of small intestine cells which are important for the absorption of nutrients, next we investigated whether AOS was beneficial to the blood metabolome (Data File S4). We found that busulfan changed plasma metabolites compared to the control (AOS 0; Fig. 8a), while AOS (B + A 10) altered plasma metabolites compared to busulfan alone (Fig. 8b). Interestingly, we found that AOS could reverse the effects of busulfan on metabolites. Our findings showed that busulfan increased some of the metabolites while they were decreased by AOS (B + A 10) (Fig. 8c); alternately, some metabolites were decreased by busulfan while they were increased by AOS (B + A 10; Fig. 8c). The altered metabolites were enriched and their function was determined by MetaboAnalyst. We found that 10 pathways were significantly enriched in the comparation of AOS 0 vs. B + A 0 (Fig. 8d). The most enriched pathway was “glycerophospholipid metabolism” which indicated that busulfan affected lipid metabolism in murine blood. Six pathways were enriched in the comparison of B + A 0 vs. B + A 10 (Fig. 8e). The most enriched pathway was also “glycerophospholipid metabolism” which indicated that the metabolism of glycerophospholipid was affected by busulfan while it could be rescued by AOS (B + A 10). The data in this section suggested that busulfan disturbed the systemic metabolites, while AOS recovered these metabolites. These findings confirmed the scRNA-seq analysis data, that AOS improved gene expression related to lipid metabolism which benefit the blood metabolites. The data here confirmed that AOS improved systemic metabolism which might be due to the enhancement in intestinal cell function.

**Fig. 8:**
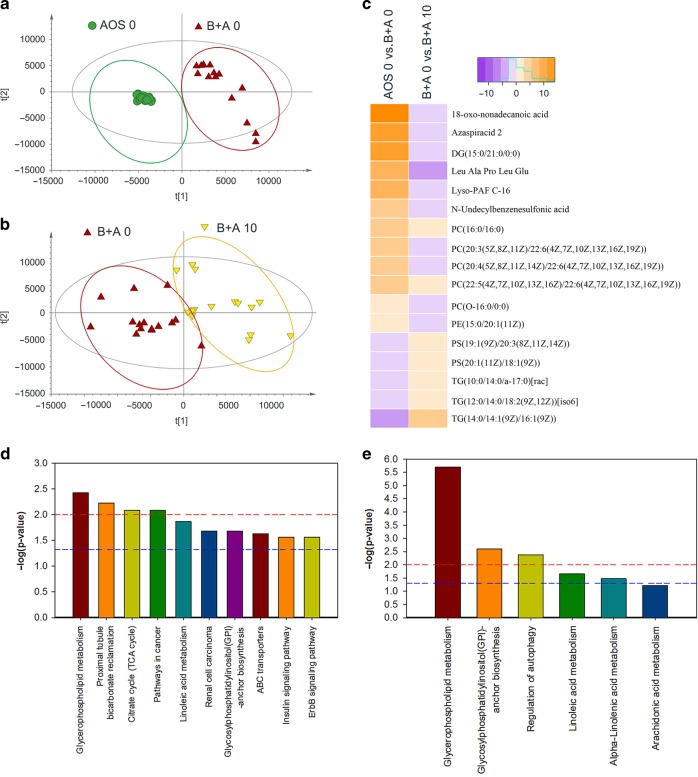
AOS improve plasma metabolome. **a** OPLS-DA of mouse plasma metabolites in AOS 0 and B + A 0 groups. **b** OPLS-DA of mouse plasma metabolites in B + A 0 and B + A 10 groups. **c** Change in metabolites under different treatments. **d** Enriched pathways of changed metabolites in AOS 0 vs. B + A 0. **e** Enriched pathways of changed metabolites in B + A 0 vs. B + A 10. (*n* > 13/group).

## Discussion

The small intestine not only secretes mucus and hormones as a physical and chemical barrier to protect the body from pathogenic microbes but also digests and absorbs most of the nutrients into the blood.^6,28^ There are different cell types in the small intestine that work together to accomplish a wide array of tasks.^6,28^ It has been reported that chemotherapeutic drugs such as busulfan cause mucositis in cancer patients as they can damage the proliferation of cells in the small intestine. In the current investigation, we found that busulfan damaged small intestinal cells by injuring ER or mitochondria, disrupting the microvilli, and damaging cell membranes, especially cell junctions. AOS rescued the damage caused by busulfan leading to a recovery of ER or mitochondria, cure of the microvilli, and an increase in cell junction protein expression and cell junction formation. We explored the underlying mechanisms by investigating murine small intestines at a single-cell level using scRNA-seq analysis. As reported in a recently article,^28^ we found the same cell types in the small intestines of the mice, and the enterocytes developed under a pseudotime course.^6,28^ AOS improved small intestine function not only by recovering the proportion of different types of small intestinal cells, but also the gene and protein expression of these cell types. For differentially expressed genes in each cell type, enrichment analysis showed that the major functional pathways for each cell type were well correlated with their natural function. Furthermore, it was interesting to note that the enriched functional pathways for tuft cell was “T cell activation”; for EEC was “hormone secretion”; for Goblet and Paneth cells (GP) was “antibacterial humoral response”; for EMP and EMD included metabolic processes, absorption, regulation of microvilli length, microvillus organization, and cell–cell junction organization. The data suggested that the improved immune cells helped the recovery of enterocyte function. The most interesting findings of this study were that the scRNA-seq data and the ultrastructural changes, as determined by TEM, were well correlated. We found that AOS also benefited the expression of many transcriptional factors which further explains how AOS recovered gene and protein expression in the small intestine.^28^

AOS are composed of α-L-guluronate (G) and β-D-mannuronate (M) joined by 1, 4-glycoside bonds. The MR is a highly effective endocytic receptor and it has a broad binding specificity encompassing ligands. MR has been implicated in homeostatic processes, pathogen recognition, innate immune activation, cytokine production (both pro-inflammatory and anti-inflammatory). Moreover, MR can interact with other canonical pattern recognition receptors to mediate intracellular signaling.^32–34^ We found that inhibition of MR by its specific siRNA can block AOS function. The data suggested that AOS might act its function through MR signaling pathway.

The small intestine is the main organ for nutrient digestion and absorption into the circulatory system.^6,11,28^ We also explored plasma metabolome, and found that many metabolites were changed by busulfan compared to the control group; this confirmed that busulfan altered the mucosal barrier. AOS rescued the metabolites by reversing the concentration of plasma metabolites. Glycerophospholipid metabolism was the most enriched functional pathway for these changed metabolites. Glycerophospholipids, the structural components of biological membranes and the storage biologically active substances and molecules, play vital physiologic roles in cell growth, differentiation, migration, signal transduction, and apoptosis.^35^ Blood metabolic glycerophospholipids profile suggests the health stage of the GI tract. In current investigation, we found busulfan changed the blood glycerophospholipid metabolic profile which was reversed by AOS. Moreover, AOS rescued the busulfan disrupted small intestinal cells which are responsible for nutrition metabolism digestion and absorption. Furthermore, the recovering function in small intestine by AOS may through MR signaling pathway which is also involved in homeostatic processes. MR signaling pathway may also play some roles in the AOS recovering glycerophospholipid metabolism. The data confirmed that small intestinal cell functions have been recovered by AOS.

In summary, AOS improved small intestinal tuft cells, goblet cells and Paneth cells to help of the recovery of enterocytes then to enhance small intestine function which was confirmed by blood metabolome data. Our data proposes AOS as a novel, natural therapeutic drug for preventing small intestinal mucositis caused by anticancer drugs or other factors.

## Materials and methods [detailed Methods in supplemental information]

### Study design: (A) Mice exposure to busulfan and/or AOS

All animal procedures were approved and conducted in accordance with the Animal Institute of the Chinese Academy of Agricultural Sciences Animal Care and Use Committee. Mice were maintained under a light: dark cycle of 12:12 h and at a temperature of 23 ^o^C and humidity of 50–70%; they had free access to food (chow diet) and water.^36^

In our preliminary study (based on early report: Wan et al.^22^), AOS 10 mg/kg body weight dosing for two weeks was the best treatment condition for improving busulfan disrupted small intestine (1, 5, 10, 20 mg/kg body weight of AOS dosing for 1, 2, 3, and 4 weeks). Three-week-old ICR male mice were given a single injection of 40 mg/kg body weight (BW) of busulfan.^37^ The following day, the mice were dosed with ddH_2_O as the control or AOS 10 mg/kg BW via oral gavage (0.1 ml/mouse/day). Our preliminary experiments had found that 10 mg/kg was the best concentration for recovering the intestinal epithelial cell damage caused by busulfan. AOS dosing solution was freshly prepared on a daily basis in ddH_2_O. There were four treatment groups (30 mice/treatment): (1) vehicle control (ddH_2_O) designed as “AOS 0” group; (2) AOS 10 mg/kg BW designed as “AOS 10” group; (3) Busulfan alone (dosing with ddH_2_O) designated the “B + A 0” group; (4) Busulfan plus AOS 10 mg/kg BW designated as the “B + A 10” group. Gavage dosing took place every morning for two weeks. After treatment, the mice were humanely terminated for the collection of samples for different analyses.

### (B) IPEC-J2 cells exposure to MR siRNA and/or AOS

The porcine jejunal intestinal epithelial cell line IPEC-J2 cells were cultured in 1:1 Dulbecco’s Modified Eagle Medium (DMEM)/Ham’s F-12 mixture (Invitrogen Life Technologies, Carlsbad, CA, USA), supplemented with 10% (v/v) FBS (Invitrogen Life Technologies, Carlsbad, CA, USA), 1% (v/v) insulin-transferrin-selenite mixture (Gibco, Life Technologies, Paisley, Scotland, UK), 1% (v/v) penicillin–streptomycin (Gibco), further called cell medium.^38^ Cells were maintained at 37 °C in ambient atmosphere with 5% CO2.

The siRNAs (three sites) of MR and negative control (NC) were purchased from GenePharma (Shanghai, China) and used for the transfection of cells following the manufacturer’s instruction. The sequences for the siRNA and NC are provided in Table 1. Cells were cultured in 6-cm dishes and separated into six groups: NC + AOS 0, NC + AOS 10, NC + AOS 100, siRNA + AOS 0, siRNA + AOS 10, siRNA + AOS 100. After overnight attachment, the cells were first treated with NC or siRNAs (three sites together) for 8 h, then AOS was added into medium. The amount of NC added was 0.025 pmol/well, and the amount of siRNA was 0.025 pmol/well. Cells were collected for analysis at 48 h after transfection (40 h after AOS treatment).^39^

**Table 1:** Sequences for negative controls (NC) and mannose receptor 1(MR1) siRNAs.

	Sequencing
NC	
Sense	5′-UUCUCCGAACGUGUCACGUTT-3′
Anti-sense	5′-ACGUGACACGUUCGGAGAATT-3′
MR1-746(site 1)	
Sense	5′-GCGAGAGAUUAUGGAACAATT-3′
Anti-sense	5′-UUGUUCCAUAAUCUCUCGCTT-3′
MR1-2010(site 2)	
Sense	5′-GCCCACAACAACUCCUGAATT-3′
Anti-sense	5′-UUCAGGAGUUGUUGUGGGCTT-3′
MR1-4010(site 3)	
Sense	5′-GGAAGUGGCUUUGGUUGAATT-3′
Anti-sense	5′-UUCAACCAAAGCCACUUCCTT-3′

### Ultrastructural analysis of small intestine tissues by transmission electron microscopy (TEM)

The procedure for TEM analysis has been reported in our early article.^36^ Fifty nanometer sections were cut on a Leica Ultracut E equipped with a diamond knife (Diatome, Hatfield, PA). The sections were stained with uranyl acetate and viewed on a JEM-2010F TEM (JEOL Ltd., Japan).

### Single-cell library preparation, sequencing, and data analysis

#### Single-cell library preparation and sequencing

Single-cell libraries were constructed with 10x Genomics Chromium Single Cell 3′ Library & Gel Bead Kit v2 (10 × Genomics Inc., Pleasanton, CA, USA, 120237) following the manufacturer’s instructions. The single-cell samples collection was followed the reported procedures by Haber et al.^28^

#### Single sample analysis and aggregation

CellRanger v2.2.0 software (https://www.10xgenomics.com/) was applied to process the datasets with ‘--force-cells = 5000’ argument The 10x Genomics pre-built mouse genome for mm10-3.0.0 (https://support.10xgenomics.com/single-cell-gene-expression/software/downloads/latest) was referenced. After the CellRanger analysis, the gene-barcode matrices were processed with Seurat single-cell RNA seq analysis R package in Rstudio (v3.0).^40^

#### Subclustering, Gene Ontology enrichment analysis

After characterization of all cell clusters in mouse small intestine samples, cells were further clustered into different clusters based on their cell identity.

### Single-cell pseudo-time trajectory analysis

Monocle 2 (v2.8.0) was applied to determine the single-cell pseudo-time trajectory (http://cole-trapnell-lab.github.io/monocle-release/tutorials/).^30,41^ Monocle object was formed by Monocle implemented newCellDataSet function from Seurat object with lowerDetectionLimit = 0.5. The variable genes for ordering were got by Seurat.

### Single-cell regulatory network analysis

To find the gene regulatory networks during small intestine cell development, we performed regulatory network inference and clustering using SCENIC, a modified method for inferring gene regulatory networks from single-cell RNA seq data.^31^

### Plasma Metabolite measurements by LC-MS/MS

Plasma samples were collected and stored at −80 °C immediately. Before LC-MS/MS analysis, the samples were thawed on ice and processed to remove proteins. Then the samples detected by ACQUITY UPLC and AB Sciex Triple TOF 5600 (LC/MS) as reported in early article.^42,43^

### Histopathology analysis

Small intestinal tissues were fixed in 10% neutral formalin, paraffin embedded, cut into 5 μm sections, and stained with hematoxylin and eosin (H&E) for histopathological analysis.

### Immunofluorescent staining (IHF)

The procedure for IHF staining was reported in our recent publications.^36,44^ Table S1 lists the primary antibodies.

### Western blotting

Western blotting analysis was followed the procedure reported in our previous publications.^36,44^ Information for primary antibodies is in Table S1. Secondary donkey anti-goat Ab (Cat no.: A0181) was purchased from Beyotime Institute of Biotechnology (Shanghai, P.R. China), and goat anti-rabbit (Cat no.: A24531) Abs were bought from Novex® by Life Technologies (USA).

### Statistical analysis

The data were determined by SPSS statistical software (IBM Co., NY) with one-way analysis of variance (ANOVA) following by LSD multiple comparison test. All groups were compared with each other for every parameter. The data were shown as the mean ± SEM. Statistically significant was based on *p* < 0.05.

## Supplementary information

Supplementary Table S1

Supplementary Figure S1

Supplementary Figure S2

Data File S1, S2

Data File S3, S4

Supplemental information

## Data Availability

The 10x sequencing raw data are deposited in NCBI’s Gene Expression Omnibus under accession number: GSE131630.

# Supplementary material for: Single-cell RNA sequencing analysis reveals alginate oligosaccharides preventing chemotherapy-induced mucositis
**Source:** Mucosal Immunol. 2020 Jan 3;13(3):437–48. doi: 10.1038/s41385-019-0248-z
**Supplement:** Supplementary file 1 — Supplementary Table S1

Supplementary Table 1. Primary antibody information

| **Gene symbol** | **Name** | **Cat. #** | **Predicted size** | **Source (Animal)** | **Company** |
| --- | --- | --- | --- | --- | --- |
| Vil1 | Villin | ab130751 | 93kDa | Rabbit | Abcam |
| DSG2 | Desmoglein 2 | ab150372 | 122kDa | Rabbit | Abcam |
| Bcl-2 | B cell lymphoma 2 | bs-4563R | 26kDa | Rabbit (polyclonal) | Beijing Biosynthesis Biotechnology CO. |
| p-PTEN | Phospho-PTEN | bs-3351R | 44kDa | Rabbit (polyclonal) | Beijing Biosynthesis Biotechnology CO. |
| Caspase 8 | Cysteine protease 8 | bs-0052R | 12/55kDa | Rabbit (polyclonal) | Beijing Biosynthesis Biotechnology CO. |
| Cx37 | Connexin37 | bs-4067R | 37kDa | Rabbit (polyclonal) | Beijing Biosynthesis Biotechnology CO. |
| Cx43 | Connexin 43 | bs-0651R | 42kDa | Rabbit (polyclonal) | Beijing Biosynthesis Biotechnology CO. |
| JAM1 | Junction adhesion molecule 1 | bs-3651R | 30kDa | Rabbit (polyclonal) | Beijing Biosynthesis Biotechnology CO. |
| APOA1 | Apolipoprotein A1 | bs-0849R | 28kDa | Rabbit (polyclonal) | Beijing Biosynthesis Biotechnology CO. |
| Atf5 | Activating transcription factor 5 | bs-12542R | 31kDa | Rabbit (polyclonal) | Beijing Biosynthesis Biotechnology CO. |
| Klf7 | Krueppel like factor 7 | bs-11865R | 33kDa | Rabbit (polyclonal) | Beijing Biosynthesis Biotechnology CO. |
| GATA4 | GATA binding factor 4 | bs-23982R | 49kDa | Rabbit (polyclonal) | Beijing Biosynthesis Biotechnology CO. |
| HMGB1 | High mobility group 1 | bs-0664R | 25kDa | Rabbit (polyclonal) | Beijing Biosynthesis Biotechnology CO. |
| ZBTB1 | Zinc finger and BTB domain containing 1 | bs-13563R | 82kDa | Rabbit (polyclonal) | Beijing Biosynthesis Biotechnology CO. |
| actin | actin | Ab3280 | 42kDa | Rabbit (polyclonal) | Abcam |

# Supplementary material for: Single-cell RNA sequencing analysis reveals alginate oligosaccharides preventing chemotherapy-induced mucositis
**Source:** Mucosal Immunol. 2020 Jan 3;13(3):437–48. doi: 10.1038/s41385-019-0248-z
**Supplement:** Supplementary file 3 — Supplementary Figure S2

## ST

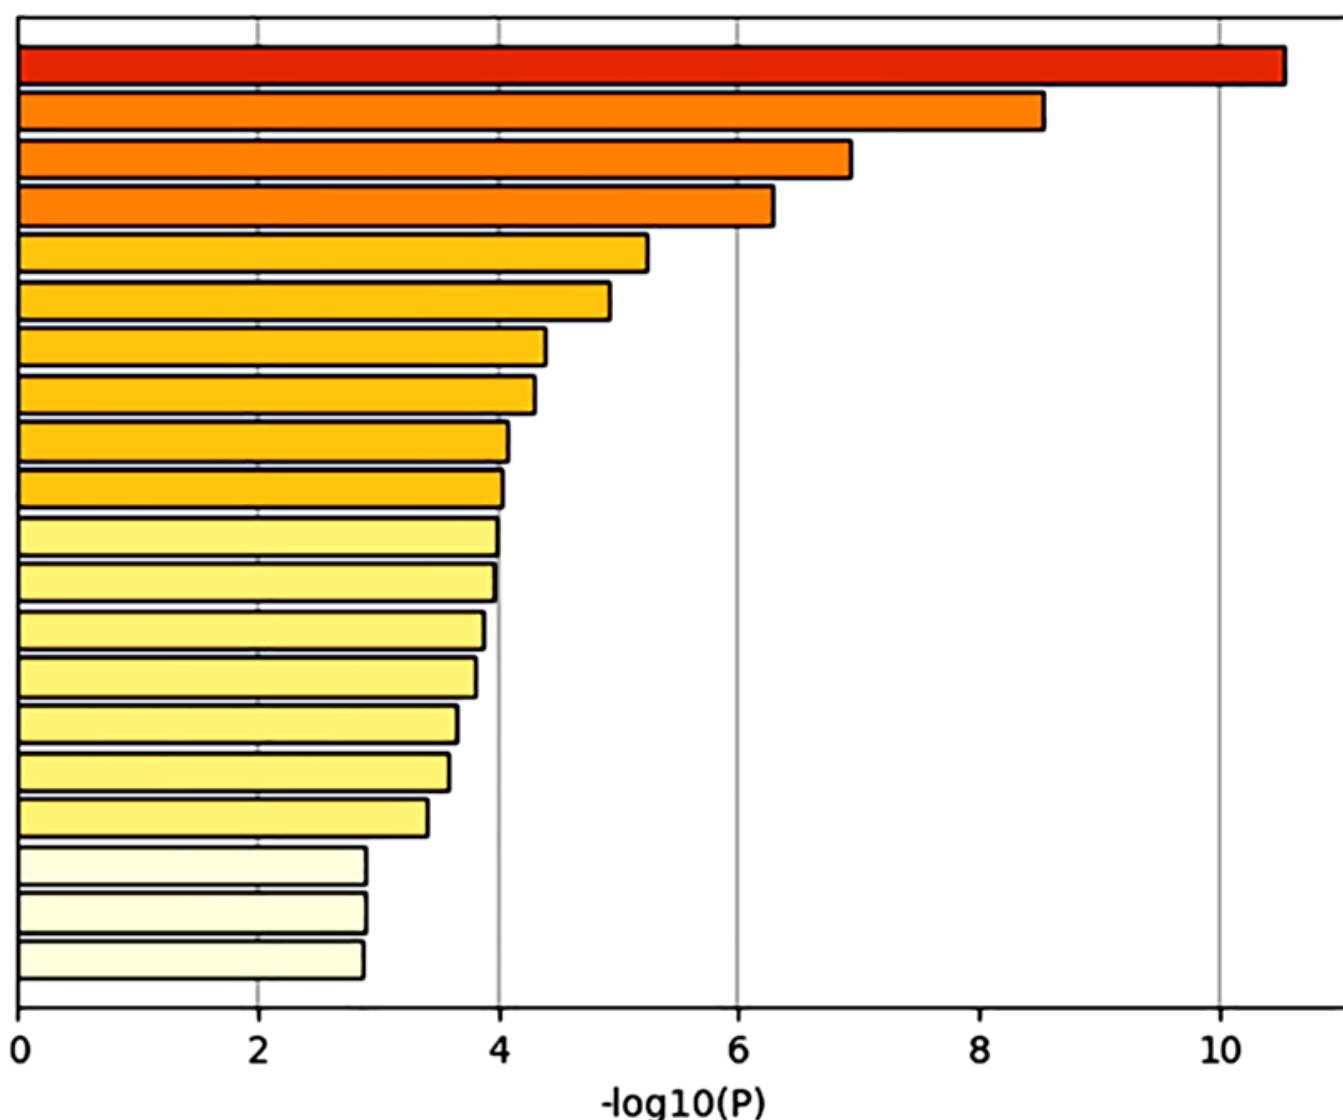

GO:0035966: response to topologically incorrect protein  
 mmu04612: Antigen processing and presentation  
 GO:0051085: chaperone cofactor-dependent protein refolding  
 GO:0008285: negative regulation of cell proliferation  
 GO:1903311: regulation of mRNA metabolic process  
 mmu04915: Estrogen signaling pathway  
 GO:1903715: regulation of aerobic respiration  
 GO:1901361: organic cyclic compound catabolic process  
 GO:0033077: T cell differentiation in thymus  
 mmu03010: Ribosome  
 CORUM:582: Ikaros complex  
 GO:0072331: signal transduction by p53 class mediator  
 GO:0060487: lung epithelial cell differentiation  
 GO:0006260: DNA replication  
 GO:0007346: regulation of mitotic cell cycle  
 GO:0043923: positive regulation by host of viral transcription  
 GO:0031668: cellular response to extracellular stimulus  
 GO:0042593: glucose homeostasis  
 GO:0031365: N-terminal protein amino acid modification  
 mmu05205: Proteoglycans in cancer

## EP

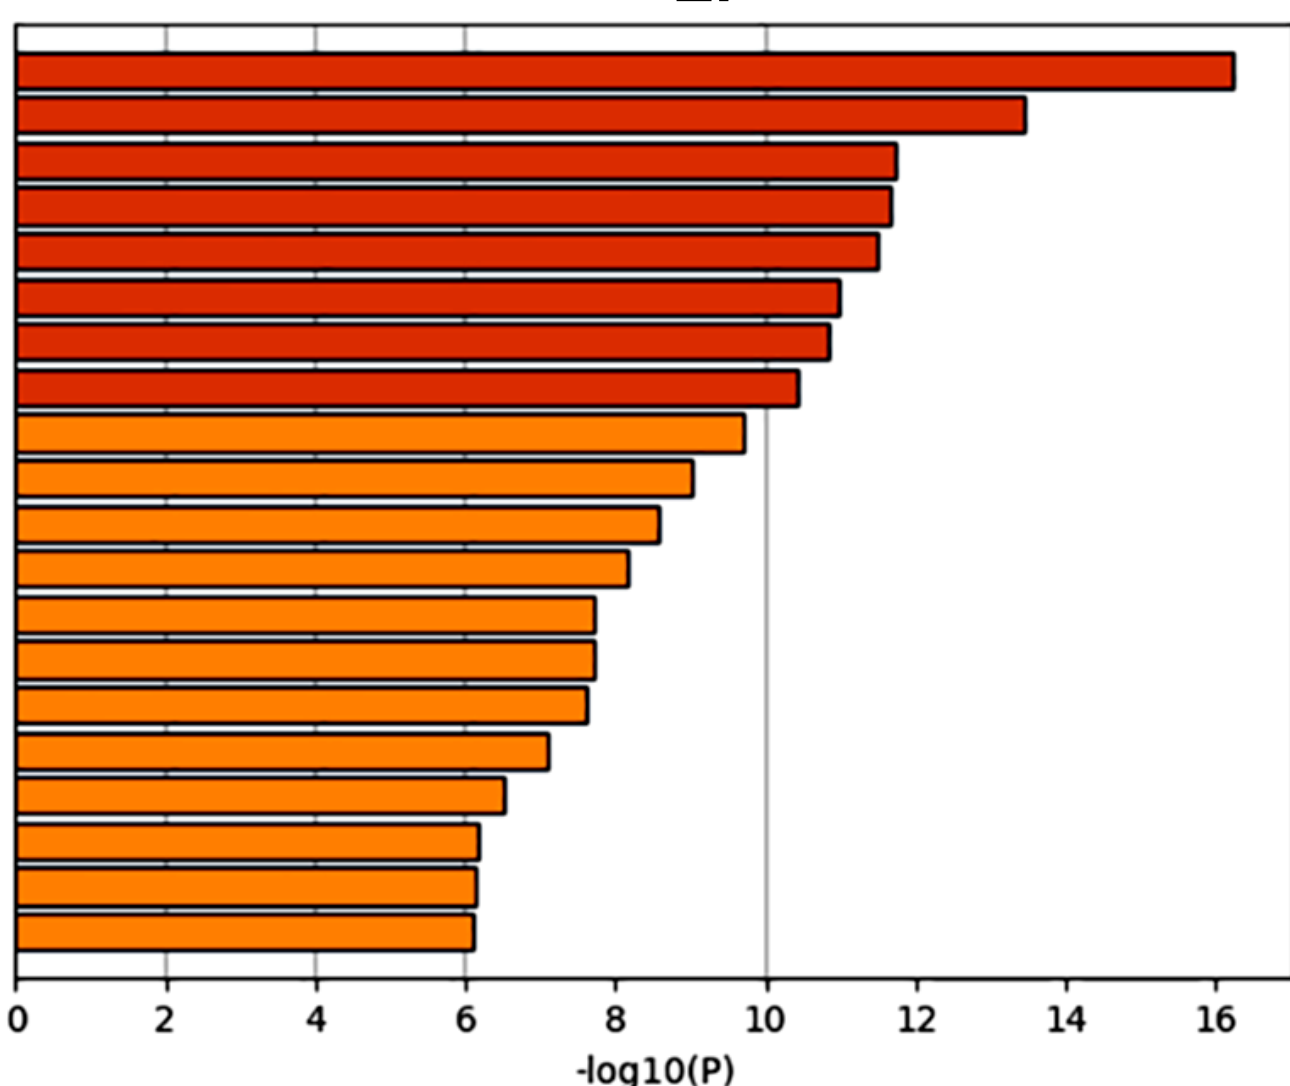

R-MMU-382551: Transport of small molecules  
 GO:0050892: intestinal absorption  
 GO:0055086: nucleobase-containing small molecule metabolic process  
 mmu04978: Mineral absorption  
 GO:0044242: cellular lipid catabolic process  
 GO:0051607: defense response to virus  
 GO:0006820: anion transport  
 GO:0006066: alcohol metabolic process  
 R-MMU-196854: Metabolism of vitamins and cofactors  
 GO:0046890: regulation of lipid biosynthetic process  
 GO:0055092: sterol homeostasis  
 GO:0032528: microvillus organization  
 mmu05168: Herpes simplex infection  
 GO:0072659: protein localization to plasma membrane  
 R-MMU-5653656: Vesicle-mediated transport  
 GO:0035459: cargo loading into vesicle  
 R-MMU-71403: Citric acid cycle (TCA cycle)  
 mmu00982: Drug metabolism - cytochrome P450  
 GO:0006641: triglyceride metabolic process  
 R-MMU-8963743: Digestion and absorption

## EI

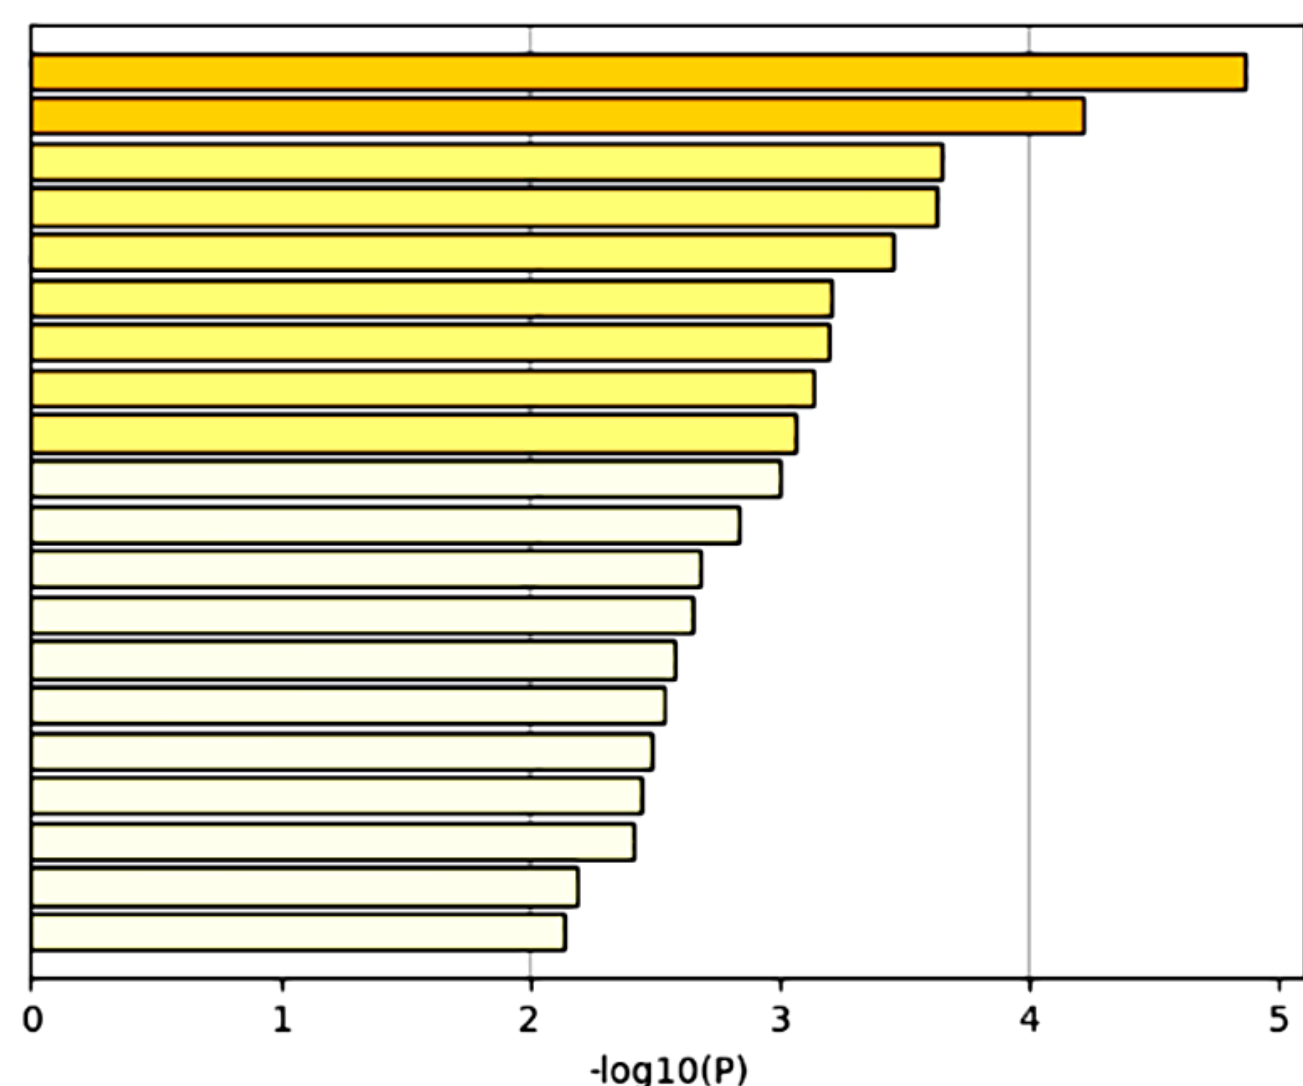

R-MMU-913709: O-linked glycosylation of mucins  
 GO:0002526: acute inflammatory response  
 R-MMU-6807878: COPI-mediated anterograde transport  
 GO:0031668: cellular response to extracellular stimulus  
 GO:0010669: epithelial structure maintenance  
 GO:0051047: positive regulation of secretion  
 GO:0002385: mucosal immune response  
 GO:0035966: response to topologically incorrect protein  
 GO:0072659: protein localization to plasma membrane  
 GO:0045682: regulation of epidermis development  
 GO:0060326: cell chemotaxis  
 GO:0051345: positive regulation of hydrolase activity  
 GO:0006821: chloride transport  
 mmu04972: Pancreatic secretion  
 GO:0060428: lung epithelium development  
 GO:0048662: negative regulation of smooth muscle cell proliferation  
 R-MMU-936837: Ion transport by P-type ATPases  
 GO:0009101: glycoprotein biosynthetic process  
 GO:0097190: apoptotic signaling pathway  
 GO:0010611: regulation of cardiac muscle hypertrophy

## EEC

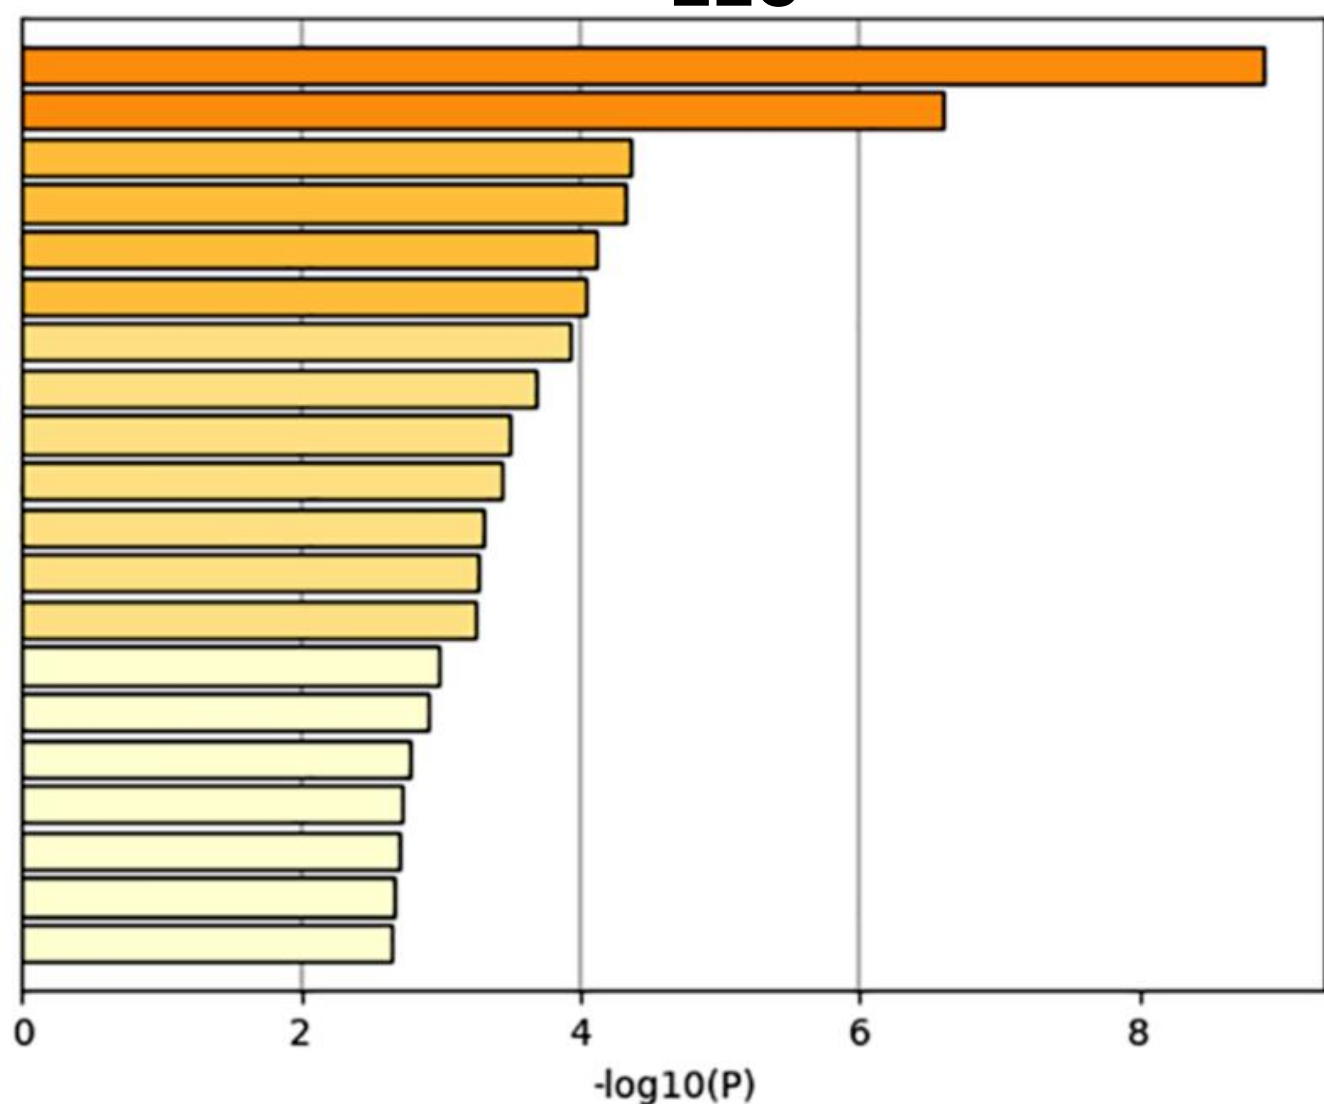

GO:0046879: hormone secretion  
GO:0035270: endocrine system development  
GO:0021522: spinal cord motor neuron differentiation  
GO:0007050: cell cycle arrest  
GO:0016486: peptide hormone processing  
GO:0032095: regulation of response to food  
GO:0097190: apoptotic signaling pathway  
GO:0030325: adrenal gland development  
GO:0007409: axonogenesis  
GO:0048026: positive regulation of mRNA splicing, via spliceosome  
R-MMU-420092: Glucagon-type ligand receptors  
GO:0003208: cardiac ventricle morphogenesis  
GO:0019233: sensory perception of pain  
GO:0010563: negative regulation of phosphorus metabolic process  
GO:0060993: kidney morphogenesis  
GO:0046189: phenol-containing compound biosynthetic process  
R-MMU-5578775: Ion homeostasis  
GO:0099173: postsynapse organization  
GO:0042982: amyloid precursor protein metabolic process  
GO:0042551: neuron maturation

## Tuft

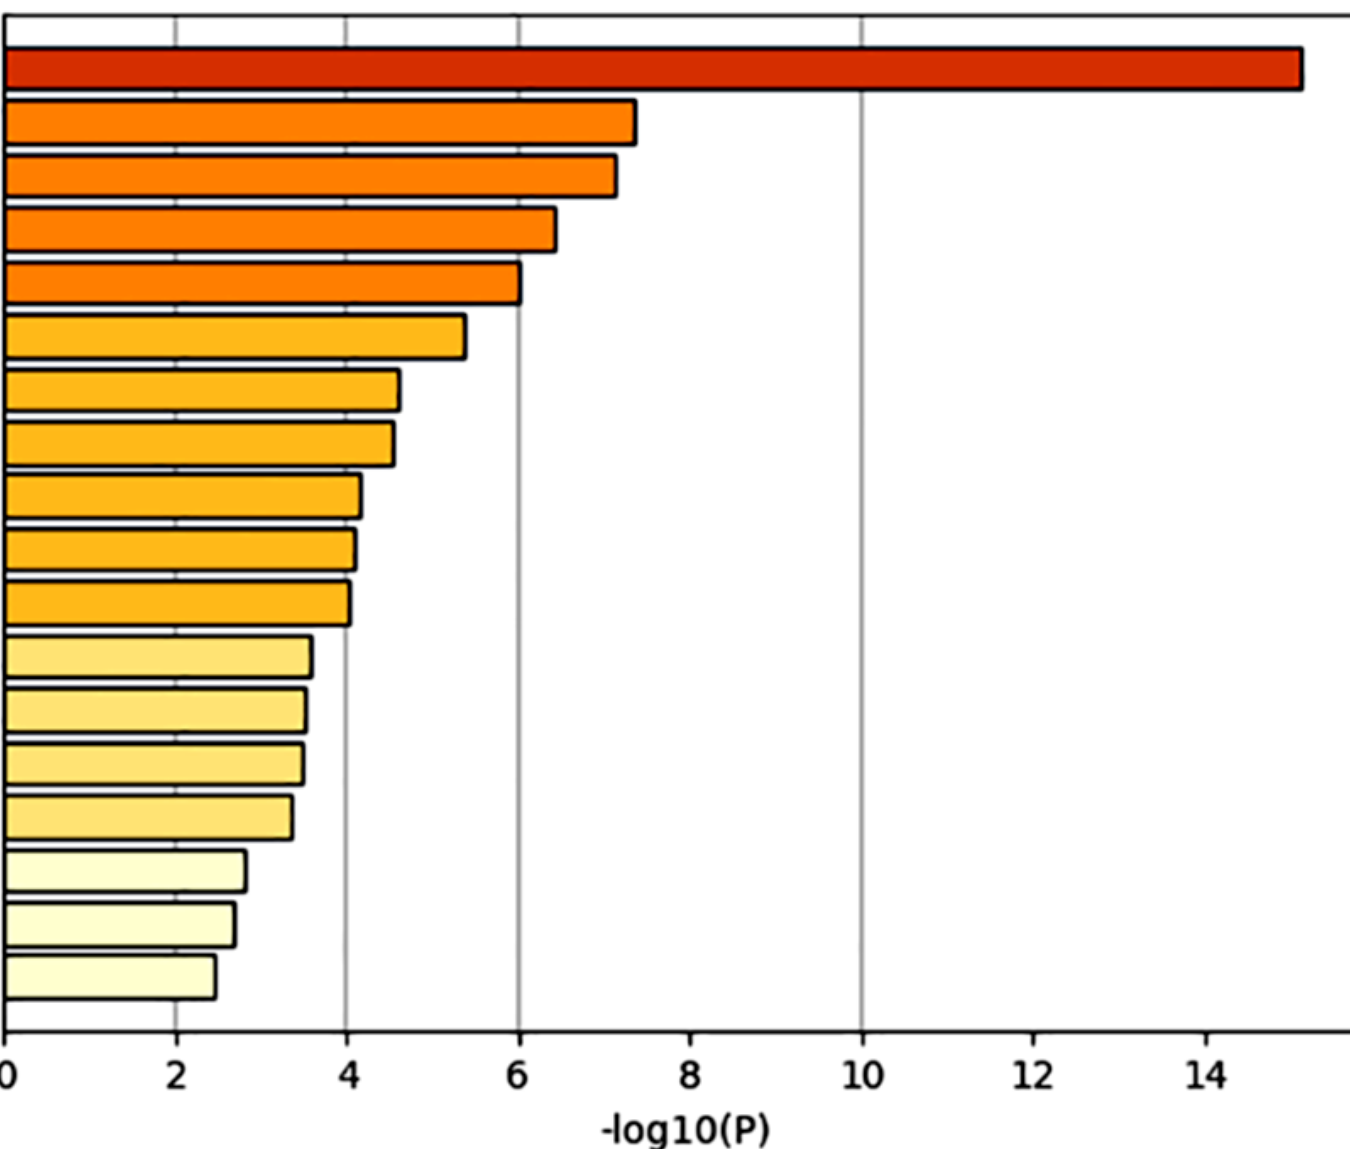

GO:0042110: T cell activation  
GO:0002250: adaptive immune response  
R-MMU-202427: Phosphorylation of CD3 and TCR zeta chains  
GO:0050900: leukocyte migration  
mmu04650: Natural killer cell mediated cytotoxicity  
GO:0007229: integrin-mediated signaling pathway  
GO:0060627: regulation of vesicle-mediated transport  
GO:0045123: cellular extravasation  
GO:0042119: neutrophil activation  
GO:0032673: regulation of interleukin-4 production  
R-MMU-76002: Platelet activation, signaling and aggregation  
GO:0097190: apoptotic signaling pathway  
GO:0031589: cell-substrate adhesion  
mmu04810: Regulation of actin cytoskeleton  
GO:0030036: actin cytoskeleton organization  
mmu05202: Transcriptional misregulation in cancer  
GO:0051235: maintenance of location  
GO:0051607: defense response to virus

## GP

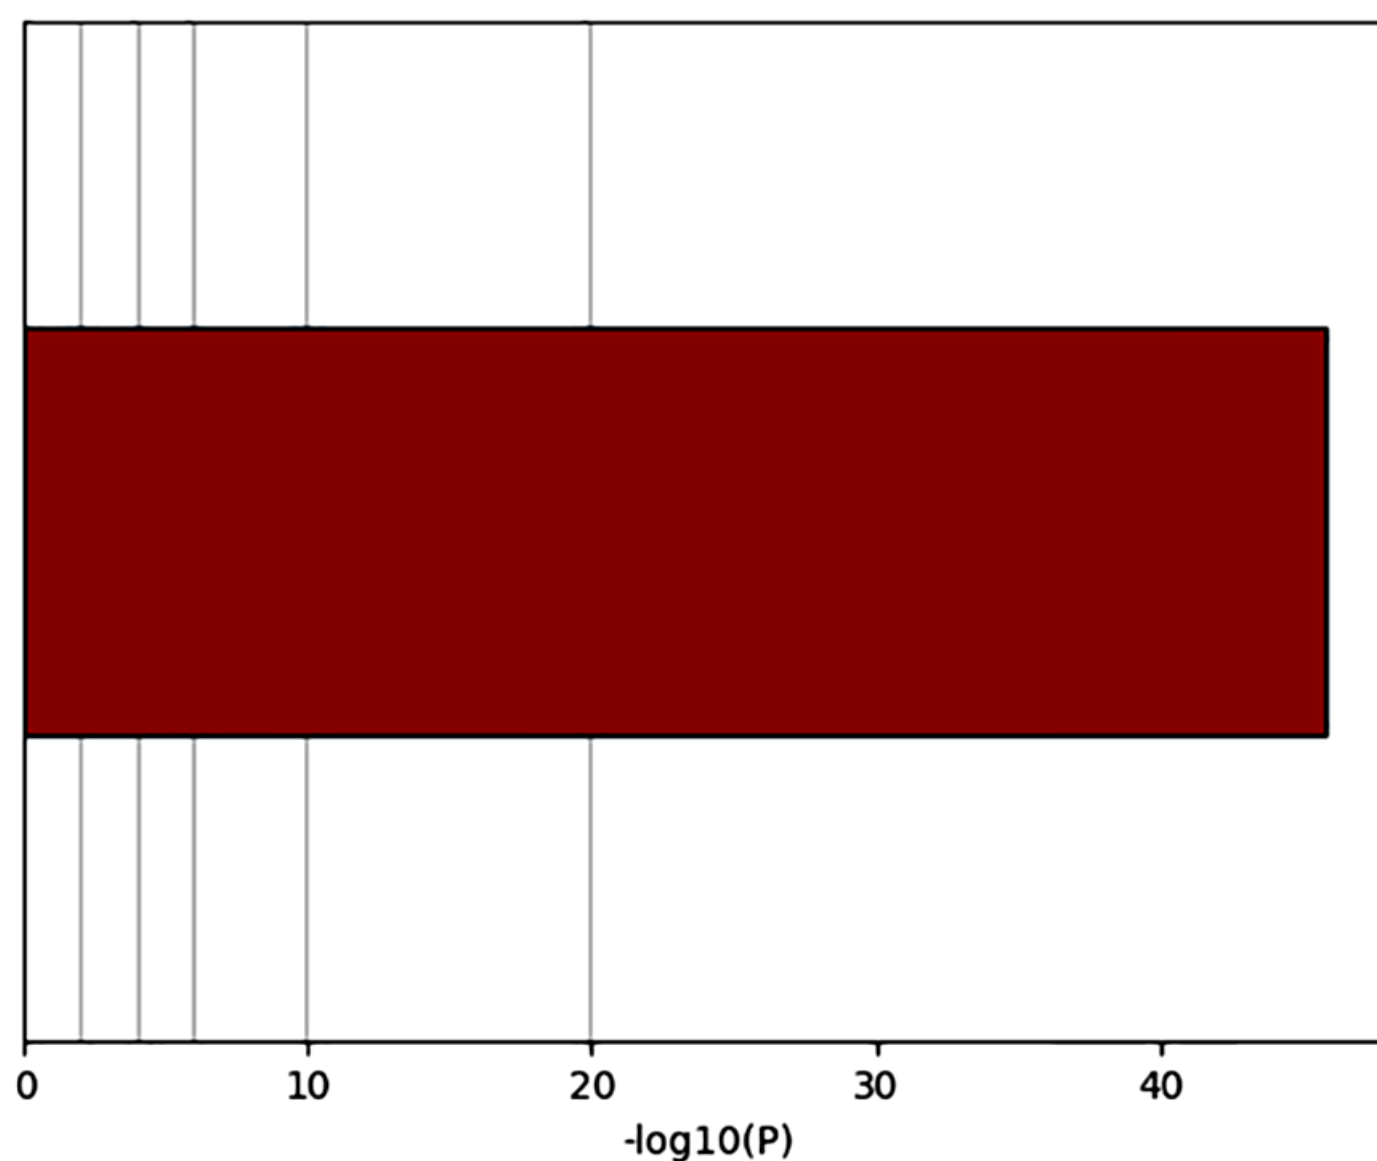

GO:0051673: membrane disruption in other organism

# Supplementary material for: Single-cell RNA sequencing analysis reveals alginate oligosaccharides preventing chemotherapy-induced mucositis
**Source:** Mucosal Immunol. 2020 Jan 3;13(3):437–48. doi: 10.1038/s41385-019-0248-z
**Supplement:** Supplementary file 6 — Supplemental information

**Supplemental information:**

**Detailed Methods**

***Ultrastructural analysis of small intestine tissues by Transmission Electron Microscopy (TEM)***

The procedure for TEM analysis has been reported in our early article.**^32^** Briefly, the freshly collected intestinal tissue was fixed in 2% glutaraldehyde in sodium phosphate buffer (pH 7.2) for 2 h. Samples were then washed 5 times in phosphate buffer (PBS) and fixed in 1% OsO4 for 1 h in the dark followed by several washes in PBS. Subsequently, the samples were dehydrated in ethanol using a series of increasing concentrations and infiltrated in Spur’s embedding medium in propylene epoxide with increased concentration. Afterwards, the specimens were polymerized for 12 h at 37 °C, 12 h at 45 °C, and 48 h at 60 °C in embedding medium. Fifty nanometer sections were cut on a Leica Ultracut E equipped with a diamond knife (Diatome, Hatfield, PA). The sections were stained with uranyl acetate and viewed on a JEM-2010F TEM (JEOL Ltd., Japan).

***Single cell library preparation, sequencing and data analysis***

***Single cell library preparation and sequencing.*** Single cell libraries were constructed with 10x Genomics Chromium Single Cell 3′ Library & Gel Bead Kit v2 (10×Genomics Inc., Pleasanton, CA, USA, 120237) following the manufacturer’s instructions. The single cell samples collection was followed the reported procedures by Haber et al.**^28^** Briefly, mouse small intestine was collected and Peyer’s patches were removed, then the small intestine tissue was washed with PBS. Then, the tissue was incubated in 20 mM EDTA-PBS for 90min on ice with shaking every 30 min. After 90min incubation, the samples were shaken very vigorously and the supernatant was collected into a new tube. Then the samples were incubated with fresh 20 mM EDTA-PBS for 30min on ice, and the supernatant was collected again. Four fractions were collected and combined together. The samples were centrifuged at 300g for 3 min, then the cell pellet was collected, and washed with PBS twice with same centrifugation program. The cells were digested by TrypLE express (Invitrogen) for 1 min at 37°C. The single cells were got by filtrated by a 40 μm filter. Then the cells were washed twice with PBS solution supplemented with 0.04% bovine serum albumin (BSA, Sigma, St. Louis, MO, USA, A1933). Trypan blue staining with a haemocytometer (Bio-Rad, Hercules, CA, USA, TC20) was applied to detect the cell viability. Six mouse intestine cells were collected individually, then the cells from the six samples were combined together. Then the concentration was 1000 cells/μl for loading to the single cell chip (one/group). Chromium 10x Single Cell System (10×Genomics, Pleasanton, CA, USA) was applied to form the Gel-Bead in Emulsions (GEMs) system. Then cells were barcoded and cDNA library was constructed. The sequencing was done by an Illumina HiSeq X Ten sequencer (Illumina, San Diego, CA, USA) with pair end 150 bp (PE150) reads.

***Single sample analysis and aggregation.*** CellRanger v2.2.0 software (https://www.10xgenomics.com/) was applied to process the datasets with ‘--force-cells = 5000’ argument The 10x Genomics pre-built mouse genome for mm10-3.0.0 ([https: //support.10xgenomics.com/single-cell-gene-expression/software/downloads/latest](https://support.10xgenomics.com/single-cell-gene-expression/software/downloads/latest)) was referenced. After the CellRanger analysis, the gene-barcode matrices were processed with Seurat single cell RNA seq analysis R package in Rstudio (v3.0).**^34^** Cells with minimal genes less than 200 and genes expressed in less than 3 cells were removed to keep high-quality datasets for downstream analysis. After normalization, the three datasets (from three treatment groups) were then merged together with Seurat RunMultiCCA function. The characterized cell clusters were reviewed by Seurat RunTSNE function based on the t-distributed Stochastic Neighbor Embedding (tSNE) algorithm with default settings. The cell clusters were calculated with FindClusters function. Seurat FindAllMarkers function was applied to find cell cluster markers.

***Subclustering, Gene Ontology enrichment analysis*.** After characterization of all cell clusters in mouse small intestine samples, cells were further clustered into different clusters based on their cell identity. To obtain the same type of cells for downstream analysis, SubsetData function was applied. After clustering, cluster-specific markers genes were found out by the FindAllMarkers function. The marker genes were used for the enrichment analysis by Metascape (<http://metascape.org>).

***Single-cell pseudo-time trajectory analysis*.** Monocle 2 (v2.8.0) was applied to determine the single-cell pseudo-time trajectory (<http://cole-trapnell-lab.github.io/monocle-release/tutorials/>).**^30,35^** Monocle object was formed by Monocle implemented newCellDataSet function from Seurat object with lowerDetectionLimit = 0.5. The variable genes for ordering were got by Seurat. Dimensionality was constructed by DDRTree method with regression of the number of UMIs. The root state was collected following their Seurat cell identity information and branch-specific gene expression was calculated using Monocle implemented BEAM function. The branched heatmap was further constructed by “plot_genes_branched_heatmap” function.

***Single cell regulatory network analysis*.** To find the gene regulatory networks during small intestine cell development, we performed regulatory network inference and clustering using SCENIC (https://github.com/aertslab/SCENIC), a modified method for inferring gene regulatory networks from single cell RNA seq data.**^31^** In the single-cell RNA-seq expression matrix, each column represents a cell ID and each row represents a gene, was applied for the analysis. Then geneFiltering function was applied to remove genes with UMI counts across all samples less than 100 and expressed in less than 1 % of cells. Then GENIE3 was used to infer co-expression matrix containing potential regulators. To identify potential direct-binding targets, RcisTarget was applied based on DNA-motif analysis and we used databases (mm10) that score the motifs in the promoter of the genes (up to 500 bp upstream the TSS), and in the 10 kb around the TSS (+/-10 kb). AUCell algorithm was applied to calculate regulon activity in each cell and convert the network activity into ON/OFF (binary activity matrix) with default settings.

***Plasma Metabolite measurements by LC-MS/MS***

Plasma samples were collected and stored at -80 °C immediately. Before LC-MS/MS analysis, the samples were thawed on ice and processed to remove proteins. Then the samples detected by ACQUITY UPLC and AB Sciex Triple TOF 5600 (LC/MS) as reported in early article.**^36,37^**

The HPLC conditions employed an ACQUITY UPLC BEH C18 column (100 mm × 2.1 mm, 1.7 μm), solvent A (aqueous solution with 0.1% (v/v) formic acid) and solvent B (acetonitrile with 0.1% (v/v) formic acid) with a gradient program:

| **Time** | **A%** | **B%** |
| --- | --- | --- |
| 0 | 95 | 5 |
| 2 | 80 | 20 |
| 4 | 75 | 25 |
| 9 | 40 | 60 |
| 17 | 0 | 100 |
| 19 | 0 | 100 |
| 19.1 | 95 | 5 |
| 20.1 | 95 | 5 |

The flow rate was 0.4 mL/min and the injection volume was 5μL.

The mass spectrometry program with ESI was:

| **Parameters** | Positive ion | Positive ion |
| --- | --- | --- |
| Nebulizer Gas (GS1, PSI) | 40 | 40 |
| Auxiliary Gas (GS2, PSI) | 40 | 40 |
| Curtain Gas (CUR, PSI） | 35 | 35 |
| Ion Source Temperature （℃） | 550 | 550 |
| Ion Spray Voltage (V) | 5500 | 4500 |
| Declustering Potential (DP ,V) | 100 | -100 |
| Mass Scan Range (TOF MS scan) | 70-1000 | 70-1000 |
| Collision Energy （TOF MS scan, eV） | 10 | -10 |
| Mass Scan Range (Product Ion scan) | 50-1000 | 50-1000 |
| Collision Energy (Product Ion scan,eV） | 30 | 30 |
| Interface Heater Temperature (℃) | 550 | 600 |

Progenesis QI v2.3 (Nonlinear Dynamics, Newcastle, UK) was applied to normalize the peaks. Then the Human Metabolome Database (HMDB), Lipidmaps (v2.3) and METLIN software were applied to qualify the data. Moreover, the data were processed with SIMCA software (version 14.0, Umetrics, Umeå, Sweden) following by the pathway enrichment analysis by KEGG database ([http://www.genome.jp/KEGG/pathway.html](http://www.genome.jp/kegg/pathway.html)).

***Histopathology analysis***

Small intestinal tissues were fixed in 10% neutral formalin, paraffin embedded, cut into 5 μm sections, and stained with hematoxylin and eosin (H&E) for histopathological analysis.

***Immunofluorescent staining (IHF)***

The procedure for immunofluorescent staining was reported in our recent publications.**^32,38^** Table S1 lists the primary antibodies. Briefly, small intestine sections (5 μm) were prepared and subjected to antigen retrieval, then the sections were first blocked with normal goat serum in PBS, followed by incubation (1:150 in PBS-1% BSA) with primary antibodies at 4 ^o^C overnight. After a brief wash, sections were incubated with a goat anti-rabbit or donkey anti-goat secondary Abs (1:100 in PBS; Beyotime Institute of Biotechnology, Shanghai, P.R. China) at room temperature for 30 min and then counterstained with 4',6-diamidino-2-phenylindole (DAPI). The stained sections were visualized using a Nikon Eclipse TE2000-U fluorescence microscope (Nikon, Inc., Melville, NY), and the captured fluorescent images were analyzed using MetaMorph software.

***Western blotting***

Western blotting analysis was followed the procedure reported in our previous publications. **^32,38^** Briefly, small intesine tissue samples were lysed in RIPA buffer containing the protease inhibitor cocktail from Sangong Biotech, Ltd. (Shanghai, China). Protein concentration was determined by BCA kit (Beyotime Institute of Biotechnology, Shanghai, China). Information for primary antibodies is in Table S1. Secondary donkey anti-goat Ab (Cat no.: A0181) was purchased from Beyotime Institute of Biotechnology (Shanghai, P.R. China), and goat anti-rabbit (Cat no.: A24531) Abs were bought from Novex^®^ by Life Technologies (USA). Fifty micrograms of total protein per sample were loaded onto 10% SDS polyacrylamide electrophoresis gels. The gels were transferred to a polyvinylidene fluoride (PVDF) membrane at 300 mA for 2.5 h at 4 ℃. Then, the membranes were blocked with 5% BSA for 1 h at RT, followed by three washes with 0.1% Tween-20 in TBS (TBST). The membranes were incubated with primary Abs diluted with 1:500 in TBST with 1% BSA overnight at 4 ℃. After three washes with TBST, the blots were incubated with the HRP-labelled secondary goat anti-rabbit or donkey anti-goat Ab respectively for 1 h at RT. After three washes, the blots were imaged. The experiment was performed with 6 individual samples/group.

**Data availability:** The 10x sequencing raw data are deposited in NCBI’s Gene Expression Omnibus under accession number: GSE131630.

***Statistical analysis***

The data were determined by SPSS statistical software (IBM Co., NY) with one-way analysis of variance (ANOVA) following by LSD multiple comparison test. All groups were compared with each other for every parameter. The data were shown as the mean ± SEM. Statistically significant was based on p<0.05.

How the deposited data were processed for this re-analysis (not part of the article)

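Small intestinal cells of 3 groups of mice were measured by droplet single-cell RNA sequencing, with 1 library per group made from the combined cells of 6 mice: AOS 0, B + A 0 and B + A 10. According to the detailed methods the authors made the counts with CellRanger on the mm10 reference with a forced number of cells per library (B + A 10 holds 5352 cells, more than that number), removed cells with fewer than 200 detected genes and genes detected in fewer than 3 cells, and normalized the rest in Seurat. The values the authors deposited are the natural log of 1 plus the UMIs per 10000 UMIs of a cell, in 1 table of 13891 genes and 12653 cells. The joining of the libraries that the authors used for clustering is not part of these values, and the classes of the cells were not part of the table. Each cell's values were turned back into whole UMI counts, so that 35258551, 26044381 and 23003083 UMIs were available for AOS 0, B + A 0 and B + A 10. The tests had been planned for counts or for normalized values. Levels of the genes of Fig. 2 are means of the per-cell values before the log, and ratios between libraries are from the recovered UMIs, summed over cells and scaled to UMIs per 1000000.

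The libraries were log-normalized and 2000 variable genes were chosen, and the libraries were joined by canonical correlation anchors on 20 dimensions. A graph of 20 neighbours was clustered at resolution 0.800 in Seurat 5.3.0 (SeuratObject 5.2.0, Matrix 1.6.5, R 4.3.3). The methods name RunMultiCCA, which is not part of this version. The other steps used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scanpy 1.11.5, anndata 0.12.19, scikit-learn 1.9.0 and matplotlib 3.10.9. Each cluster took the class of the marker list of Data File S1 with the highest score. For each gene of a list the mean UMIs per 10000 of each cluster plus 0.100 was put on the log2 scale and standardized over clusters, and the score was the mean over all genes of the list. A cluster was left without a class where fewer than 3 of its 10 leading genes were on the lists of its class, where more of them were on the lists of another class, or where at least 3 of them were fixed markers of a cell type that the class should not hold. T cell markers were allowed in the class of the Tuft list and goblet markers in EI. This rule, the use of all genes of each list and the merging of the Goblet and Paneth lists into 1 class were chosen after the clusters were seen, while 8 separate classes had been planned. Names of classes are names of the study's lists and not cell types established here.

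Doublets were kept. Scrublet with 30 components was run on each library, its automatic threshold did not work, and the cells with the highest 5% of scores in each library were left out as an alternative. To compare numbers of genes and percentages of cells with a UMI across depths, each cell was thinned at random to 1000 UMIs. Percentages have exact binomial intervals, levels exact Poisson intervals, differences of percentages Newcombe's intervals and log2 ratios of 2 libraries intervals from the exact binomial of the UMIs in both, each at 95%. They cover counting error only and leave out the spread between mice, lanes and days. With 1 library per group there was no test, no p-value and no count of changed genes. Precision follows depth: GP cells had a median of 17622 UMIs and EM cells 4242, and classes with few cells such as EEC have wide intervals.

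Marker genes of a class were tallied by whether their ratios of B + A 0 to AOS 0 and of B + A 10 to B + A 0 lay on opposite sides of 1, beside 1000 simulated sets of 3 libraries drawn from 1 common profile with the real totals. The tally was tested on simulated data of the genes of ST cells, in which 200 genes were raised 2-fold in B + A 0. It put 100% of them up and then down, and 68.2% of 9323 unchanged genes on opposite sides, inside the simulated range of 66.9% to 68.9%. Pseudotime was diffusion pseudotime on the joined dimensions with 30 neighbours and 10 components, rooted in the cell of the Stem list nearest to their median. The interval of a median rank is from order statistics. Gene coordinates are from the GENCODE annotation of GRCm38.

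The named genes were fixed beforehand by a rule. They are the genes that the paper's text or legends name for these data or for the protein assays, the first 5 genes of each of the 15 marker lists, a list of cell type markers, and the 5 genes with the largest and the smallest ratio in each of both comparisons among genes with at least 300 UMIs. Of these 153 were in the table. The alternatives set beforehand were clustering without joining the libraries, resolutions 0.400 and 1.5, cells with at least 500 genes, called doublets left out, each cell assigned by its own list scores, means of per-cell values, scaling without ribosomal, mitochondrial and defensin genes, genes with at least 100 UMIs in the class, the first 20 genes of each list, thinned cells and 5 diffusion components. Chosen after the data were seen were clustering without 177 genes, 4 other random seeds of each of these clusterings, scores on the first 20 genes of each list, ratios over all cells of a library, ratios with each class at its AOS 0 percentage and the tally in thinned cells. The rule of the highest 5% of scores, which defines the called doublets, was also chosen after the data were seen. Monocle 2, SCENIC and Metascape were not run. The enrichment, the bifurcation of the trajectory and the regulons were not analysed here.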

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

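The tests of depth for Defa21 and Gm7849, both tests of the hemoglobin genes, the level of 10 UMIs per 10000 used to divide the GP cells and the values of other defensins in these cells were chosen only after the result was seen, while the test of a variant for Defa21 and Gm7849 was written down first. Each pattern is that of single libraries with no replicate check.

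Genes outside those the paper discusses stood out in B + A 10. Defa21 (chromosome 8 of GRCm38, 21025545 to 21026516) had 581 (571 to 591) UMIs per 1000000 over all cells of B + A 10, and 10 UMIs in B + A 0 and 4 in AOS 0. Gm7849 (chromosome 8, 21455445 to 21456560), in the same cluster of defensin genes, had 847 (835 to 859) per 1000000 in B + A 10, and 15 and 5 UMIs in the other two. A difference in depth is argued against, since with every cell thinned to 1000 UMIs Defa21 was still at 147 and Gm7849 at 282 UMIs per 1000000 in B + A 10, and Defa21 at 0 UMIs per 1000000 in both other libraries. The UMIs were not spread over the GP cells of B + A 10. In 28 of 160 GP cells, 17.5% (12.0% to 24.3%), both genes together were above 10 UMIs per 10000, against 0 of 99 cells in AOS 0 (0% to 3.66%) and 0 of 171 in B + A 0 (0% to 2.13%). If mice give equal numbers of cells, 1 of 6 mice gives 16.7%. These cells held 99.2% of the Defa21 UMIs of the GP cells, 99.3% of those of Gm7849, 98.7% of those of Defa20, 98.2% of those of Defa22 and 92.4% of those of Defa3. They held 18.1% of those of Defa24, 17.1% of Defa17 and 17.7% of Lyz1, close to their percentage of the cells. Defa35 had a mean of 140.0 UMIs per 10000 in these cells and 376 in the other GP cells of the library. The cells were not alike, with a mean of 223 and a median of 21.1 UMIs per 10000 for Defa21, so that a part of them carried most of its UMIs, and 372 and 376 for Gm7849. A candidate explanation is a variant of the defensin cluster carried by part of the pooled mice, as a hypothesis. Animals were not marked in the pool, so that this was not tested directly. Reads that the counting shared or split between near-identical defensins, and a response of some GP cells to AOS, stay open and were not tested.

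The hemoglobin genes are also outside those the paper discusses. Hba-a1 had 26.6 (24.7 to 28.7) UMIs per 1000000 in B + A 0 and Hbb-b1 31.6 (29.5 to 33.8), against 0.624 (0.391 to 0.945) and 1.11 (0.787 to 1.51) in AOS 0. In B + A 10 they had 21.1 and 21.4. Free RNA of red blood cells is argued against as the main source, since it would be spread over many cells. In B + A 0, 95.0% of the 1516 UMIs of both genes were in 1 cell of the EIP list, with 1440 of its 8117 UMIs. In B + A 10, 91.7% of 979 were in 1 cell of the TA-G1 list, with 898 of its 4606. This is what 1 red blood cell, caught in a droplet alone or with another cell, would give in each library. Without these cells the level of both genes together was 2.92 (2.30 to 3.65) in B + A 0 and 3.52 (2.80 to 4.38) in B + A 10, still above 1.68 (1.28 to 2.16) in AOS 0 without its own highest cell. What gives this small remainder was not tested.

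Tuft cell markers stood out in cells that the Tuft list does not hold. Of the 29 cells of this cluster, 9 were of AOS 0, 7 of B + A 0 and 13 of B + A 10, which is 0.219%, 0.219% and 0.243% of the libraries. The cells had a median of 4622 UMIs. Among the 10 leading genes of the cluster, 6 were tuft cell markers, and 1 was on the EEC list, which scored highest in it. The cells of the Tuft list were led by T cell markers. No technical or biological explanation was tested.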

How the results depend on the processing

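The values for other random seeds, for clusters found without their leading genes, for scores on the first 20 genes of each list, for all cells of a library, for fixed AOS 0 percentages and for the tally in thinned cells come from tests chosen only after the result was seen. The other alternatives were set before the data were examined. No paired analysis was possible because each group was 1 library of pooled mice. The limit on mitochondrial UMIs that went with the alternative of at least 500 genes was not run, since no mitochondrial gene is listed.

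For 319 results 1455 alternative values were computed. Of these 1185 stayed within the counting interval of the result, 264 moved out of it in the same direction or without a direction beyond counting error, and 6 changed the sign of a value that was beyond it. Of the percentages of cells in a class 88 of 336 moved out of the interval, of the ratios of single genes 81 of 720 and of the levels of the genes of Fig. 2 48 of 72. Of the pseudotime differences 4 of 30 did, among them B + A 0 minus AOS 0 in EM, which went from -1.67 to 0.509 in thinned cells, both within counting error, and to -4.00 (-6.24 to -1.61), beyond it, with the libraries not joined. In EP cells B + A 10 minus B + A 0 went from 1.66 to -0.520 in thinned cells, within counting error too.

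Among differences of percentages of cells, 216 of 224 values stayed within the interval. No setting made the lowest UMIs per cell equal between the libraries. The rise of GP in B + A 0 over AOS 0 ranged from 2.90 to 3.97 percentage points and its fall in B + A 10 from -2.45 to -1.82, that of EI in B + A 0 from 1.82 to 3.67 and that of EP from B + A 0 to B + A 10 from 2.43 to 5.50, each beyond counting error in 17 of 17 settings. The values out of the interval were for B + A 10 minus B + A 0 in EP 4.99 (resolution 1.5), 5.07 (another random seed) and 5.50 (own scores). In EI it was -3.96 (the same seed). In EM it was 4.81 (libraries not joined), 0.654 (resolution 1.5) and 0.761 (own scores), and for B + A 0 minus AOS 0 in GP it was 3.97 (own scores). The cause was not tested. By own scores, 3395 cells (26.8%) lay within 0.100 of their second list on the standardized scale. Over 5 random seeds the joined libraries gave 19 to 21 clusters, and between 92.0% and 99.9% of the cells kept their class under the 4 others. The percentage of EM in B + A 10 ranged from 18.5% to 23.8%, wider than counting error, while that of GP in B + A 0 was the same. Clustered without the leading genes, ST in AOS 0 ranged from 26.1% to 31.8% and cells without a class from 1.39% to 4.75%.

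The percentage of marker genes with ratios on opposite sides of 1 stayed within its interval in 38 of 70 values. With the first 20 genes of each list, and so fewer genes, it was 42.6% in ST, 26.3% in EP, 26.5% in EI, 80% in EEC and 90% in Tuft. In thinned cells it was 53.0% in ST, 51.7% in EP, 52.0% in EI, 62.7% in EM and 46.3% in GP. Scaled without ribosomal, mitochondrial and defensin genes it was 42.6% in ST. With libraries not joined it was 44.8% in EP and 49.9% in EM, and from means of per-cell values 59.1% in EM. Over all cells of a library it was 46.0% for ST, 78.5% for EP, 52.0% for EI, 79.0% for EM, 81.4% for GP and 42% for Tuft. As means of per-cell values over all cells it was 65.6% for EP, 59.5% for EI, 70.2% for EM, 47.3% for EEC, 81.4% for GP and 47.5% for Tuft. With each class at its AOS 0 percentage it was 33.0% for ST, 46.8% for EP, 48.5% for EM, 42.5% for EEC, 41.9% for GP and 40.5% for Tuft. Apart from the smaller lists the cause was not tested for each value.

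The 6 changes of sign of a difference beyond counting error were in log2 ratios of single genes. From means of per-cell values, Olfm4 in ST was at -0.0098, Slc40a1 in EP at -0.0077, Fcgbp in EI at -0.0085 and Reg3b in EM at 0.0312 for B + A 0 over AOS 0, and Retnlb in EI was at -0.0015 for B + A 10 over B + A 0. Scaled without ribosomal, mitochondrial and defensin genes, Gm15292 in GP was at 0.0681 for B + A 10 over B + A 0. The cause was not tested. Depth limits mainly the small classes and low genes. The median cell had 7371 UMIs in AOS 0, 6407 in B + A 0 and 3505 in B + A 10, and the transcription factors had few UMIs per class.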

Differences from the paper's values

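Scores on the first 20 genes of each list, clusters found without their leading genes, ratios over all cells of a library and the tally in thinned cells are tests chosen only after the result was seen. The cells of the classes were assigned here from the study's marker lists, since the study's own assignment was not used here, which limits each comparison of classes.

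The paper's percentage of tuft cells in B + A 0 is about 3.1% in Fig. 2j, read by eye. The cells of the Tuft list were 1.94% of all deposited cells of B + A 0 here. The alternatives set before the data were examined all differ from the paper's value as well. They gave 1.91% with the libraries not joined, 1.94% at resolution 0.4, 1.03% at resolution 1.5, 1.78% with each cell assigned by its own scores, 1.94% for cells with at least 500 genes and 1.94% without called doublets. Nearer values came from scores on the first 20 genes of each list (2.60%) and from clusters found without their leading genes under another random seed (2.16%). Both were chosen after seeing the values. With the first 20 genes a further cluster of 64 cells, led by T cell genes, joined the Tuft list. The values of the other groups were below the figure as well. The figure gives about 3.4% in AOS 0 and 3.9% in B + A 10, against 2.44% and 2.88% here.

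The paper's text gives 13892 genes, and the deposited table listed 13891.

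The paper states that the marker Mttp was high in the EM and EI clusters (Fig. 2g). Here Mttp had a mean of 15.0 UMIs per 10000 in EM and 1.31 in EI, near the 1.02 of ST. The paper names Rac2 as a marker of tuft cells. The cells of the Tuft list, in which Rac2 was highest here, were led by T cell markers, and the cluster led by tuft cell markers was another one.

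The paper states that a marker gene that was lower in one of the comparisons was higher in the other (Fig. 3a). Here 1791 of 4022 pairs of gene and class, 44.5%, had ratios on opposite sides of 1. Over all cells of a library, a setting chosen after seeing the values, most genes of the lists of EP (78.5%), EM (79.0%) and GP (81.4%) did. Within the cells of a class and with all UMIs, a majority was on opposite sides in EM (53.4%), EEC (61.9%) and Tuft (64.5%). In thinned cells, a tally chosen after seeing the values, it was so in ST (53.0%), EP (51.7%) and EI (52.0%) too, and not in GP (46.3%). Libraries drawn from 1 profile put 68.0% of the ST genes there on average. The paper states that busulfan raised the marker genes of Paneth and goblet cells. Within GP cells 17 of 43 were higher in B + A 0 than in AOS 0, and over all cells of a library, again chosen after seeing the values, 40 were. With each class at its AOS 0 percentage, chosen at the same stage, 30 were, a part of them through cells outside GP. The paper states that AOS recovered the marker genes in all classes. A level in B + A 10 nearer to AOS 0 than that in B + A 0 was found for 26.2% of the genes in ST, 28.3% in EP, 25.8% in EI, 36.2% in EM and 16.3% in GP, each below the range of libraries drawn from 1 profile. In EEC (50.3%, simulated 44.5% to 55.4%) and Tuft (53.5%, 46% to 60%) it was inside that range. In thinned cells GP (41.5%) was inside it as well. Over all cells of a library, again chosen after seeing the values, it was 69.8% for GP, 55.1% for EP and 54.2% for EM. From means of per-cell values over all cells it was 62.8%, 41.8% and 43.9%.

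The paper states that busulfan altered the developmental timeline and that AOS rescued it (Fig. 4). The median cell of AOS 0, B + A 0 and B + A 10 stood at 47.1%, 49.2% and 52.6% of the diffusion pseudotime order. B + A 10 was thus farther from AOS 0 than B + A 0 was, but these places also depend on the percentages of the classes. With the libraries joined and 10 components, B + A 10 minus B + A 0 was within counting error in ST, EP, EI and EM. It was beyond it in ST without joining and with 5 components, and in EI without joining. The paper's order came from Monocle 2, which was not run here. The paper names Atf5, Klf7 and Sp2 as high in B + A 10 (Fig. 6), from regulon activity, which was not analysed here. By Western blot it also reports more KLF7 and ATF5 protein in B + A 10, which is another assay than mRNA. For the mRNA of Atf5 and Sp2 no change between B + A 0 and B + A 10 was detectable in ST, EP, EI or EM cells, and the log2 ratio of B + A 10 to B + A 0 of Klf7 was 0.02 (-0.46 to 0.49) in ST, 0.72 (0.01 to 1.47) in EP, 1.11 (0.35 to 1.90) in EI and 0.11 (-0.69 to 0.93) in EM.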

Other observations

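The tests of depth for St6galnac1, of counting noise in the tally and the direction of marker ratios and of the percentages of the classes in ratios over all cells were chosen only after the result was seen, as were the comparison of GP cells with other cells and the lists other than EI for St6galnac1. The tests of a variant for St6galnac1, of free RNA in GP cells, of doublets in the mixed cluster and of depth in the tally were written down first.

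St6galnac1 (chromosome 11 of GRCm38, 116765025 to 116775507) had the smallest ratio in both comparisons over all cells among genes with at least 300 UMIs. It had 42.7 (40.6 to 45.0) UMIs per 1000000 in AOS 0, 0.730 (0.439 to 1.14) in B + A 0, from 19 UMIs, and 0.130 (0.0269 to 0.381) in B + A 10, from 3 UMIs. A difference in depth is argued against, since in thinned cells it was at 39.5 in AOS 0, 0.626 in B + A 0 and 0.374 in B + A 10. In EI cells of AOS 0 a UMI of it was found in 11.6% of 731 cells, while 95% of 1071 genes with a like mean were found in 14.9% to 23.5%. It was found in 33.3% of the cells of the EPE list, where like genes were in 44.2% to 63.4%. For the EMD list these values were 25.7% and 41.4% to 57.7%, and for TA-G2 26.3% and 37.0% to 52.5%. The UMIs were thus held by fewer cells than those of like genes, as a variant carried by part of the mice pooled in AOS 0 would give. A candidate explanation is such a variant. Expression in a subset of cells for another reason would give the same, and neither that nor an effect of busulfan was tested.

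The percentage of GP cells was higher in B + A 0 than in both other libraries. Free defensin RNA that moves other cells into the GP class would leave them with few UMIs of the Goblet and Paneth lists. The median percentage of UMIs on these lists was 69.9% in GP cells of B + A 0, with quartiles of 61.5% and 78.5%, against 75.9% in AOS 0 and 70.5% in B + A 10. It was the lowest of the 3, so that the test written down first came out on the side of free RNA, though by less than the spread between cells. In the other cells of B + A 0 the median was 0.889% and the third quartile 2.90%, and 1 of 171 GP cells (0.585%) was under 20%. This distance, a comparison chosen after the values were seen, argues against free RNA as the source of most of the added cells, and free RNA in part of them stays open. How the cells were dissociated and captured in each library, and an effect of busulfan on the number of these cells, stay open and were not tested.

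A cluster of 64 cells had T cell genes among its leading genes and scored highest on the EIP and EID lists, which hold goblet genes. Of its cells 4.69% (0.977% to 13.1%) were called doublets, against 4.72% of the other cells. With 3 called cells the interval is wide and the caller had been set to a fixed percentage per library, so that doublets and a cell type of its own cannot be told apart. The median depth was 5794 UMIs in the cluster and 5337 in the other cells.

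Within the classes, the ratios of B + A 0 to AOS 0 and of B + A 10 to B + A 0 lay on opposite sides of 1 less often than counting noise gives around the shared B + A 0 library. In ST cells 37.4% of the marker genes did, where 3 libraries from 1 profile gave 65.4% to 70.6%, and EP, EI, EM and GP were below their range too. In these classes B + A 0 was thus between the other libraries more often, and counting noise alone is argued against. In EEC 61.9% did, just below 63.6% to 74.1%, and for genes with at least 100 UMIs 61.7%, on the limit of 61.7% to 75.4%. In cells of the Tuft list 64.5% did, inside 63.5% to 76%. The direction differed from noise in both. Higher in B + A 0 than in AOS 0 were 16.3% of the genes in EEC, where libraries from 1 profile gave 43.5% to 55.1%, and 22% in Tuft, where they gave 43% to 56.5%. Counting noise alone is argued against there as well. Which of the few cells of these classes were caught in each library stays open. The median UMIs per cell fall in the same order, with B + A 0 between AOS 0 and B + A 10. With each cell thinned to 1000 UMIs the percentage was 53.0% in ST (simulated 67.4% to 72.3%), 51.7% in EP (68.5% to 74.1%), 52.0% in EI (64.3% to 73.6%) and 62.7% in EM (68.3% to 74.3%), still below the range. Depth as the whole cause is argued against there. In GP it was 46.3%, against 48.8% to 78.0%, with few genes, and the percentage of genes nearer to AOS 0 in B + A 10 was inside its range, so that depth stays open in GP. The percentage rose with thinning in ST, EP, EI, EM and GP, but thinning also adds counting noise, and the 2 were not separated. EEC (64.5%) and Tuft (68.5%) were inside their range. Other differences between the libraries and the groups were not tested.

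Over all cells of a library, the ratios of most genes of the EP, EM and GP lists were on opposite sides of 1. With each class held at its AOS 0 percentage, the median log2 ratio of B + A 0 to AOS 0 of the Goblet and Paneth lists was 0.19 in place of 0.87, and that of B + A 10 to B + A 0 was -0.18 in place of -0.66. Of the 43 genes of the Goblet and Paneth lists, 30 were then still higher in B + A 0 than in AOS 0, against 40 over all cells. Within GP cells 17 were, so a part of the 30 rose through other cells. For EM the medians moved from -0.13 to -0.05 and from 0.19 to 0.08. The percentages of the classes are a candidate source of most of the ratios over all cells in these lists. What changes the percentages stays open.

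Over all cells, the median log2 ratio of 9296 genes was -0.18 for B + A 0 over AOS 0 and 0.09 for B + A 10 over B + A 0, so that levels are relative to this shift. Further genes with the largest or smallest ratios are given in UMIs per 1000000 of AOS 0, B + A 0 and B + A 10. Defa28 had 7.49, 62.7 and 31.8, the histone gene Hist1h2ao 21.6, 154 and 117, and Nhlrc3 8.59, 1.46 and 6.56. The hormone genes had 34.5, 3.34 and 13.0 for Sst, 90.0, 16.0 and 46.9 for Gcg and 88.2, 25.8 and 205 for Ghrl. Most UMIs of Gcg and Ghrl were in the few EEC cells. For Sst this held in AOS 0, with 1172 of 1217 UMIs in EEC and 3 EEC cells with a UMI, while in B + A 10 0 of 300 were in EEC. Defa20 had 0.170, 0.730 and 122, Defa22 1.73, 12.8 and 636 and Defa3 5.90, 13.4 and 107. Mptx2 had 1649, 2359 and 663, Ang4 1367, 2773 and 1018 and Lyz1 2691, 4976 and 1976, genes of the GP class whose percentage was highest in B + A 0. Wfdc18 had 3.38, 6.99 and 2.09. Defensin values are uncertain where reads were split between copies.

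The paper measured several proteins in tissue by Western blot and immunofluorescence, which is another assay. Of their mRNA over all cells, Apoa1 had 4488 (4466 to 4510.4) UMIs per 1000000 in AOS 0, 4511 (4485 to 4537) in B + A 0 and 5391 (5361 to 5421) in B + A 10. In EM cells its log2 ratios were -0.14 (-0.15 to -0.12) and 0.14 (0.12 to 0.15), lower in B + A 0 and then higher. Dsg2 had 118, 105 and 133, F11r, which encodes JAM1, 95.2, 74.3 and 82.5, and Casp8 92.8, 83.7 and 103. Bcl2 had 3.52 (2.93 to 4.19), 3.92 (3.19 to 4.75) and 4.13 (3.34 to 5.05), with no difference beyond counting error. Mrc1, which encodes the mannose receptor, had 5, 9 and 4 UMIs and Gja4, which encodes connexin 37, 0, 0 and 4 UMIs, too few at this depth to read a difference from. Means over all cells depend on the percentages of the classes.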
